# ALS/FTD-Linked Mutation in FUS Suppresses Intra-axonal Protein Synthesis and Drives Disease Without Nuclear Loss-of-Function of FUS

**DOI:** 10.1016/j.neuron.2018.09.044

**Published:** 2018-11-21

**Authors:** Jone López-Erauskin, Takahiro Tadokoro, Michael W. Baughn, Brian Myers, Melissa McAlonis-Downes, Carlos Chillon-Marinas, Joshua N. Asiaban, Jonathan Artates, Anh T. Bui, Anne P. Vetto, Sandra K. Lee, Ai Vy Le, Ying Sun, Mélanie Jambeau, Jihane Boubaker, Deborah Swing, Jinsong Qiu, Geoffrey G. Hicks, Zhengyu Ouyang, Xiang-Dong Fu, Lino Tessarollo, Shuo-Chien Ling, Philippe A. Parone, Christopher E. Shaw, Martin Marsala, Clotilde Lagier-Tourenne, Don W. Cleveland, Sandrine Da Cruz

**Keywords:** Amyotrophic Lateral Sclerosis, ALS, Frontotemporal dementia, FTD, FUS, TLS, neurodegenerative disease, axonal translation, RNA-binding proteins, protein synthesis

## Abstract

Through the generation of humanized FUS mice expressing full-length human FUS, we identify that when expressed at near endogenous murine FUS levels, both wild-type and ALS-causing and frontotemporal dementia (FTD)-causing mutations complement the essential function(s) of murine FUS. Replacement of murine FUS with mutant, but not wild-type, human FUS causes stress-mediated induction of chaperones, decreased expression of ion channels and transporters essential for synaptic function, and reduced synaptic activity without loss of nuclear FUS or its cytoplasmic aggregation. Most strikingly, accumulation of mutant human FUS is shown to activate an integrated stress response and to inhibit local, intra-axonal protein synthesis in hippocampal neurons and sciatic nerves. Collectively, our evidence demonstrates that human ALS/FTD-linked mutations in FUS induce a gain of toxicity that includes stress-mediated suppression in intra-axonal translation, synaptic dysfunction, and progressive age-dependent motor and cognitive disease without cytoplasmic aggregation, altered nuclear localization, or aberrant splicing of FUS-bound pre-mRNAs.

**Video Abstract:**

## Highlights

• Toxicity, not loss of function, of ALS/FTD-linked mutant FUS drives disease
• Intra-axonal protein synthesis is inhibited by ALS/FTD-causing mutants in FUS
• Toxicity from ALS/FTD-linked mutants in FUS induces an integrated stress response
• ALS/FTD mutants in FUS reduce synaptic activity without loss of nuclear FUS

## Introduction

Amyotrophic Lateral Sclerosis (ALS) is a neurodegenerative disorder leading to paralysis from death of motor neurons. Mutations in the gene encoding the RNA binding protein FUS (fused in sarcoma) are causative of cases of familial ALS (Kwiatkowski et al., 2009, Vance et al., 2009) as well as instances of frontotemporal dementia (FTD) (Broustal et al., 2010, Van Langenhove et al., 2010, Yan et al., 2010). FUS is present in the pathological inclusions of patients with FUS-mediated ALS and most of FTD instances without TDP-43 or Tau-containing aggregates, accounting for about 10% of the frontotemporal lobar degeneration (FTLD) cases, known as FTLD-FUS (Mackenzie et al., 2010).

FUS-containing aggregates have been reported in both the nucleus and the cytoplasm of neurons and glial cells in the central nervous system (CNS) of patients with *FUS* mutations or sporadic disease (Belzil et al., 2011, Chio et al., 2011, DeJesus-Hernandez et al., 2010, Kim et al., 2014b, Rademakers et al., 2010, Vance et al., 2009) as well as neurodegenerative conditions including Huntington’s disease (Doi et al., 2008). The relocalization of FUS from the nucleus to the cytoplasm is incomplete, with at least some nuclear retention in neurons with FUS inclusions (Munoz et al., 2009, Neumann et al., 2009, Rademakers et al., 2010).

The 526-amino-acid FUS protein includes a glycine-rich, low-complexity, prion-like domain and a C-terminal, non-classical PY nuclear localization signal (PY-NLS) in which most of the ALS/FTLD-linked mutations are clustered (Da Cruz and Cleveland, 2011). Like TDP-43, in most cell types FUS is mainly nuclear (Andersson et al., 2008). Beyond nuclei, FUS has been reported in neurons to be enriched in dendrites (Belly et al., 2005, Yasuda et al., 2013), spines (Fujii et al., 2005), in close proximity of presynaptic vesicles (Schoen et al., 2016), and at the neuromuscular junctions (So et al., 2018). Reduction (Udagawa et al., 2015) or deletion (Hicks et al., 2000) of *Fus* in mouse hippocampal neurons causes abnormal spine morphology and density, consistent with a role for FUS in modulation of neuronal plasticity or synaptic activity—potentially through the alteration of mRNA stability (Udagawa et al., 2015) or transport and local translation in neurons (Fujii et al., 2005). While some studies have reported that a proportion of wild-type FUS is recruited to cytoplasmic stress granules, others have found that only FUS mutants localize to stress granules (Aulas and Vande Velde, 2015).

FUS has been proposed to participate in a range of cellular processes including transcription, splicing, RNA localization and degradation, and DNA damage (Lagier-Tourenne et al., 2010). Genome-wide analyses have reported that FUS binds between 5,000 and 8,000 mammalian RNA targets (reviewed in Nussbacher et al., 2015) and that deletion of the gene is associated with alterations in levels and splicing of ∼1,000 mRNAs (Honda et al., 2013, Ichiyanagi et al., 2016, Kapeli et al., 2016, Lagier-Tourenne et al., 2012). Nevertheless, deletion of *Fus* from outbred mice (Kuroda et al., 2000) or from inbred mature mouse motor neurons does not cause their degeneration (Sharma et al., 2016). Efforts to model FUS-mediated disease in rodents have used heterologous promoters (that do not fully recapitulate the pattern of expression of endogenous FUS) to drive, in most cases, elevated levels of human wild-type (Mitchell et al., 2013, So et al., 2018) or mutant FUS (Huang et al., 2011, Qiu et al., 2014, Sephton et al., 2014, Sharma et al., 2016, Shelkovnikova et al., 2013, Shiihashi et al., 2016, Verbeeck et al., 2012). Others have used heterozygous or homozygous removal of the nuclear localization domain of mouse *Fus* (Devoy et al., 2017, Scekic-Zahirovic et al., 2017, Scekic-Zahirovic et al., 2016). Both sets of efforts have suggested that gain of toxicity is a component of pathogenesis. However, the identity(ies) of possible acquired toxicities remains unknown, and whether loss of function contributes to disease is not established.

We have now generated humanized FUS mice in which the full-length human *FUS* gene, encoding wild-type or ALS-linked mutations, replaces murine *Fus*. With expression levels close to the normal levels of endogenous FUS, wild-type or mutant FUS mimics the predominantly nuclear localization of endogenous FUS and complements its essential function(s). Mutant FUS is shown to cause progressive motor and cognitive deficits—without detectable cytoplasmic aggregation—accompanied by RNA alterations in expression that are driven by a gain-of-toxicity rather than a loss of FUS function. Most strikingly, mutant FUS is shown to inhibit local intra-axonal protein translation, drive synaptic loss, elevate stress-induced chaperones, and suppress RNAs encoding ion channels and transporters essential for synaptic function.

## Results

### Mice with Human FUS Expression Mimicking Murine FUS

Transgenic mice were generated in a C57BL/6 congenic background to express wild-type (WT) FUS or either of two ALS-linked mutations (R521C and R521H), each transcribed from the endogenous human *FUS* promoter (Figure 1A). Twenty-six founder mice were obtained expressing human FUS WT (hg*FUS*^WT^), R521C (hg*FUS*^R521C^), or R521H (hg*FUS*^R521H^) (Figure S1A). Eight lines were established (Figure S1B).

**Figure 1:**
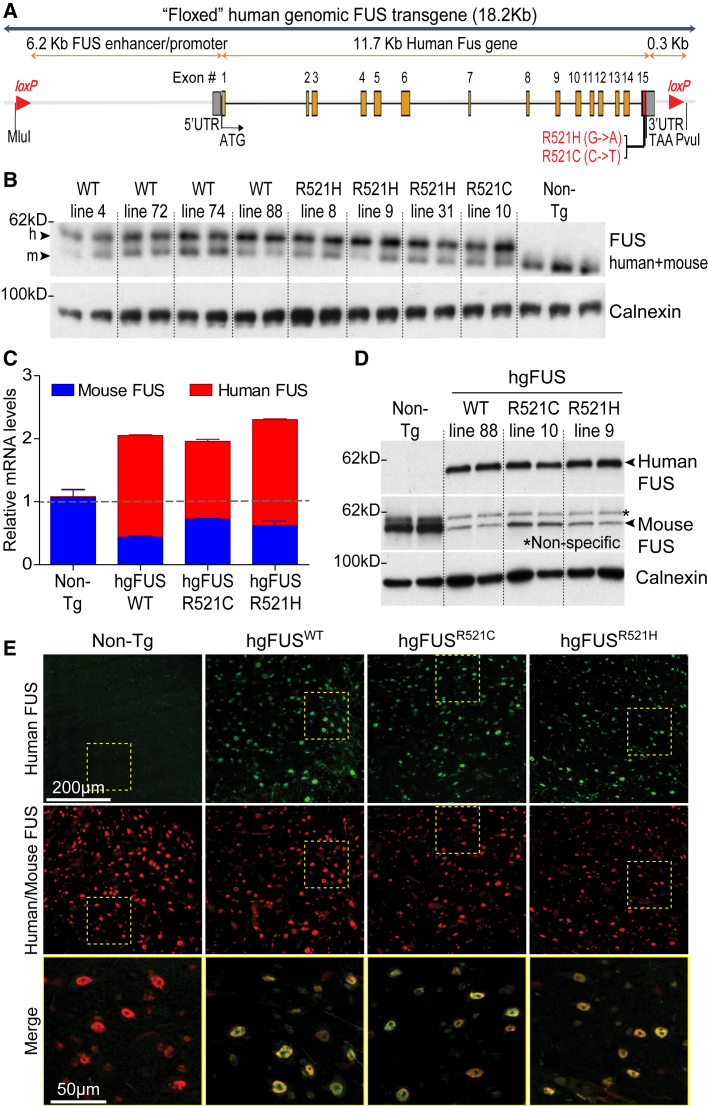
Expression Levels and Cellular Pattern of the Human FUS Transgene Mimics That of Endogenous Protein with an Auto-regulation Mechanism (A) Schematic of the human BAC containing human *FUS* gene wild-type (WT) or either ALS-linked mutation R521C or R521H. (B) Protein levels of the 54 and 53kDa human and mouse FUS using an antibody recognizing both species with equal affinity. Calnexin was used as a loading control. Each lane represents an independent mouse spinal cord. (C) Expression levels of total (mouse, blue bars and human, red bars) *FUS* RNAs in Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ spinal cords. Data are represented as mean ± SEM (n = 3 per group). See also Figure S1. (D) Protein levels of the human FUS transgene using an antibody specific to the human protein and mouse FUS using an antibody specifically recognizing the mouse protein in 2-month-old animals (^∗^ non-specific band). Each lane represents an independent mouse spinal cord per transgenic line. Calnexin was used as a loading control. (E) Lumbar spinal cord sections from 2-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice immunostained for human FUS transgene (green) and total FUS (red). Scale bars, 200 and 50 μm.

Accumulated human FUS levels were comparable in most lines using an antibody recognizing both human and mouse FUS proteins with equivalent affinity (Figures 1B, S1D, and S1E). Endogenous FUS was reduced by more than 50% at mRNA (Figures 1C and S1C) and protein (Figures 1B and 1D) levels, resulting in overall FUS protein levels similar to endogenous mouse FUS levels in non-transgenic (Non-Tg) animals (Figure 1B). Lines with matching levels (line 88 for WT, line 10 for R521C, and line 9 for R521H; Figures 1C and 1D) and expression pattern of human FUS (determined in spinal cord sections stained with an antibody specifically recognizing human, but not mouse, FUS) mimicking that of the endogenous mouse FUS (Figure 1E) were further characterized.

### Age-Dependent Motor Deficits Without Nuclear FUS Mislocalization or Cytoplasmic Aggregation in ALS/FTD-Linked Mutant FUS Mice

Motor performance of all three FUS (hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^) mouse lines at 2 months of age was undistinguishable from that of Non-Tg littermates. By 8 months, both mutant FUS lines had developed significant reduction in hindlimb grip strength compared to age-matched Non-Tg and hg*FUS*^WT^ littermates (Figure 2A). Motor dysfunction in both mutant lines was further exacerbated during aging, reaching a loss of grip strength of over 50% by 18 months. Loss of motor performance was accompanied by age-dependent loss of muscle innervation (Figures 2B and 2C), α-motor axons (Figures 2D–2F), and spinal cord motor neurons (Figures 2G and 2H). There was also a modest decline in the number of innervated neuromuscular junctions (NMJs) (Figure 2C) and α-motor axons in age-matched hg*FUS*^WT^ mice relative to Non-Tg animals (Figures 2E and 2F).

**Figure 2:**
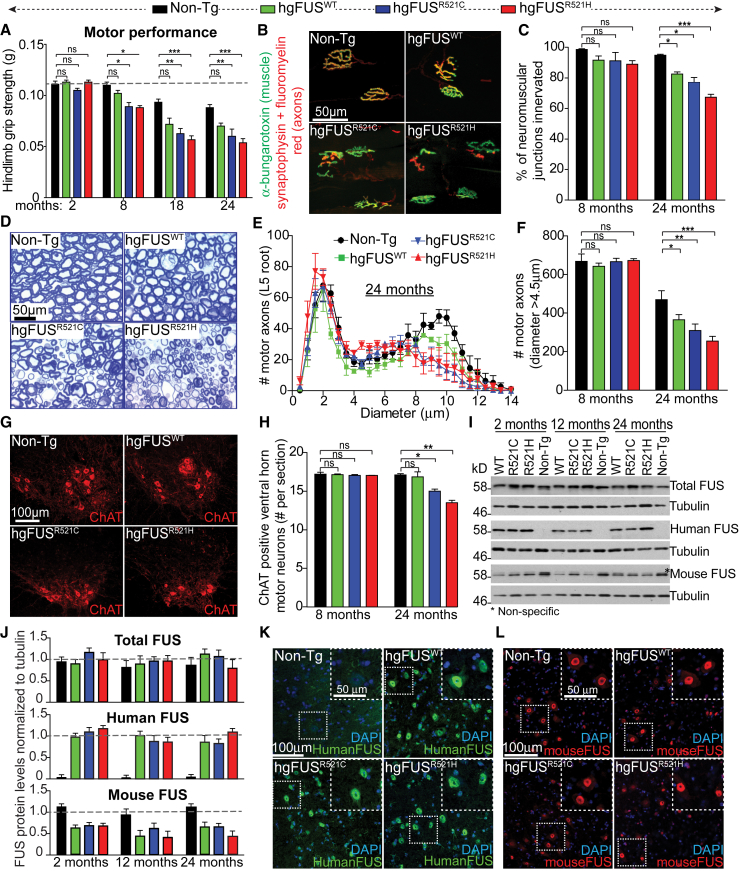
ALS-Linked FUS Mutants Show Age-Dependent Progressive Motor Impairments without Nuclear Mislocalization or Aggregation of FUS (A) Hindlimb grip strength measured up to 24 months. Data are represented as mean ± SEM (n ≥ 12 per group). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns: non-significant using one-way ANOVA. (B) Gastrocnemius muscle sections from 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice with axons immunostained using a synaptophysin antibody and FluoroMyelin™ red (red) and muscle endplates using α-bungarotoxin (green). Scale bar, 50 μm. (C) NMJ innervation of the gastrocnemius from 8- and 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. Data are represented as mean ± SEM (n ≥ 3 mice per group). ^∗^p < 0.05, ^∗∗∗^p < 0.001, two-sided unpaired Student’s t test. (D) Lumbar motor axons from 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. Scale bar, 50 μm. (E) Size distribution per motor axon in the L5 motor root of 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. Data are represented as mean ± SEM (n ≥ 3 per group). ^∗^p < 0.05, ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001, two-sided unpaired Student’s t test. (F) Total number of α-motor axons (caliber size > 4.5 μm) in the L5 motor root of 8- and 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. Data are represented as mean ± SEM (n ≥ 3 per group). (G) Lumbar spinal cord sections from 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice immunostained using a ChAT antibody to reveal cholinergic motor neurons. Scale bar, 100 μm. (H) Total number of ChAT-positive motor neurons in lumbar spinal cords of 8- and 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. Data are represented as mean ± SEM (n ≥ 3 per group). ^∗^p < 0.05, ^∗∗^p < 0.01, two-sided unpaired Student’s t test. (I) Total human and/or mouse FUS protein levels in spinal cords of 2-, 12-, and 24-month-old hg*FUS*^WT^, hg*FUS*^R521C^, hg*FUS*^R521H^, and Non-Tg mice. Tubulin was used as a loading control. Asterisk illustrates a non-specific band recognized by the antibody against mouse FUS. (J) Quantification of immunoblots shown in (I). Data are represented as mean ± SEM from two independent experiments. (K and L) Lumbar spinal cord sections from 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice immunostained using an antibody recognizing specifically (K) human or (L) mouse FUS. DNA is stained with DAPI. Scale bars, 100 μm and 50 μm (inset). See also Figure S2.

Loss of motor neurons in mutant animals was accompanied by increased activation of astrocytes (Figures S2A and S2C) and microglia (Figures S2B and S2C) in spinal cord ventral horns of hg*FUS*^R521C^ and hg*FUS*^R521H^ mice (scored by GFAP and Iba1 immunoreactivity, respectively). FUS protein levels remained unchanged up to 24 months of age across all genotypes (Figures 2I and 2J). Similarly, although elevated expression of mutant FUS^R521C^ driven by a prion promoter has been proposed to cause accumulation of DNA damage in mouse spinal cords (Qiu et al., 2014), no such damage (measured by γH2A.X and 53BP1 co-localization) was observable in aged, diseased hg*FUS*^R521C^ and hg*FUS*^R521H^ mice (Figure S2D), although it was obvious in the spinal cords of γ-irradiated animals.

Age-dependent motor deficits in ALS-causing mutant FUS lines were not accompanied by cytoplasmic redistribution of either human (Figures 2K and S2E) or mouse (Figures 2L and S2E) FUS or FUS aggregates (Figures 2K–2L and S2F) in 24-month-old spinal cords. Taken together, neither FUS aggregates nor redistribution to the cytoplasm are necessary for age-dependent motor deficits in the hg*FUS*^R521C^ and hg*FUS*^R521H^ lines.

### ALS/FTD-Linked Mutations in FUS Drive Age-Dependent Cognitive Deficits and Synaptic Loss

Age-dependent deficits in cognition and memory were developed in hg*FUS*^R521C^ and hg*FUS*^R521H^ mice, including novel object recognition (Figure 3A), spatial memory (Figure S3A), sociability (Figures S3B and S3C) and anxiety (Figure S3D). These alterations were accompanied by modest increases in astrogliosis (Figures 3B and 3C) and microgliosis (Figures 3B and 3D), as well as a significant loss of synapses (marked by loss of synapsin; Figures 3E and 3F) in the hippocampus of aged, 24-month-old mice, without loss of NeuN positive neurons. Mutant-FUS-dependent loss of synapsin was recapitulated in cultured primary hippocampal neurons (Figure 3G). Neuronal activity measurements (using multi-electrode arrays [MEA]; Chailangkarn et al., 2016) revealed age- and mutant-dependent synaptic dysfunction, with a 50% decrease in spike rate developing by 28 days of culture (Figures 3H and 3I).

**Figure 3:**
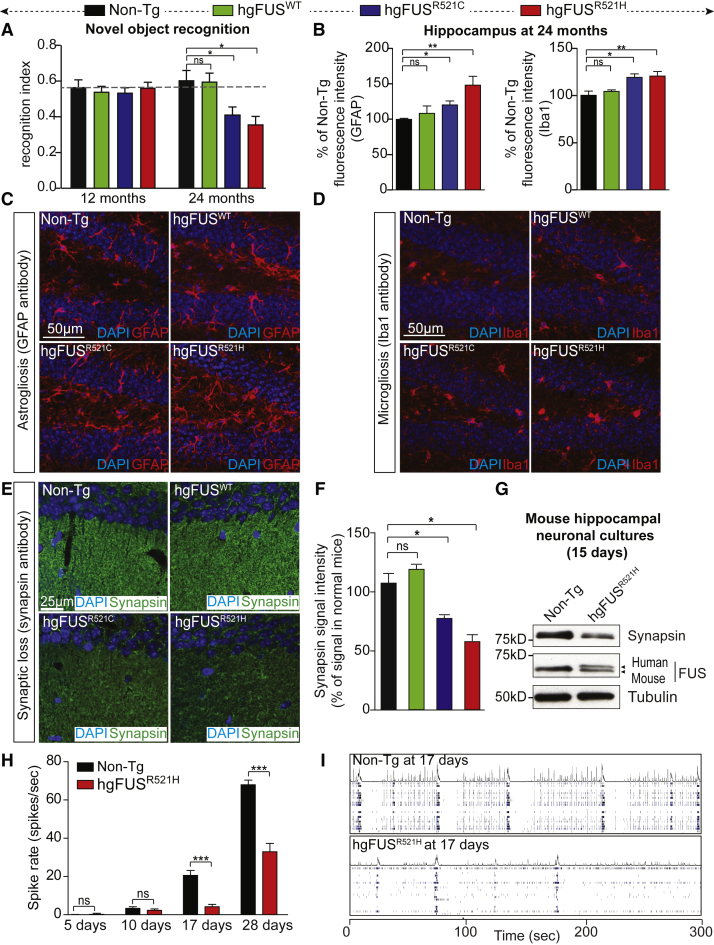
Age-Dependent Progressive Cognitive Impairments, Astrogliosis, and Microgliosis in Hippocampus of Mice Expressing ALS-Linked FUS Mutants (A) Novel object recognition was measured in 12- and 24-month old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. Data are represented as mean ± SEM (n = 15 per group). ^∗^p < 0.05 using one-way ANOVA. See also Figure S3. (B) Quantification of the GFAP and Iba1 relative fluorescence intensities in hippocampal sections of 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. The bar graph represents mean ± SEM (n = 3 per group). ^∗^p < 0.05, ^∗∗^p < 0.01, two-sided unpaired Student’s t test. (C and D) Hippocampal sections from 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice immunostained using an antibody detecting activated (C) astrocytes (GFAP) or (D) microglia (Iba1). DNA is stained with DAPI. Scale bar, 50 μm. (E) Hippocampus from 24-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice immunostained to reveal synapses (green) using a synapsin antibody and DAPI for nuclei. Scale bar, 25 μm. (F) Quantification of the synapsin relative fluorescence intensity shown in (E). The bar graph represents mean ± SEM (n = 3 per group). ^∗^p < 0.05, two-sided unpaired Student’s t test. (G) Synapsin and FUS protein levels in hippocampal neuronal extracts from mutant hg*FUS*^R521H^ or Non-Tg mice (at 15 days of culture). Tubulin antibody was used as loading control. (H) Spontaneous neuronal spike rate (spikes per s) measured by multi-electrode arrays (MEA) in hippocampal neurons from mutant hg*FUS*^R521H^ compared to Non-Tg mice cultured under basal conditions. Data are represented as mean ± SEM (n = 4–8 numbers of wells per experiment from three independent experiments). ^∗∗∗^p < 0.001, two-sided unpaired Student’s t test. (I) Raster plots from MEA recordings showing neuronal spikes and burst of spikes in wild-type and mutant hg*FUS*^R521H^ hippocampal neurons for 300 s. Each lane represents spikes per s recorded per electrode.

### Progressive Neurodegeneration in Humanized Mutant FUS Mice

We next generated humanized FUS mice (m*Fus*^−/−^/hg*FUS* mice) in which the sole source of FUS was human FUS. This was achieved by mating to produce mice that expressed our wild-type or mutant human FUS-encoding transgenes but in which both endogenous *Fus* alleles were inactivated (Figure 4A). While homozygous disruption of murine *Fus* is lethal in C57BL/6 mice, as previously reported (Hicks et al., 2000), lethality was completely rescued by expression of human wild-type or mutant FUS, and humanized FUS mice (either WT or mutants) were born with the expected Mendelian ratios (Figures 4B and 4C). Nevertheless, despite comparable human FUS mRNA (Figure S4A) and protein levels (Figure 4C), beginning at 6 months of age, hg*FUS*^R521C^ or hg*FUS*^R521H^ mice developed progressive motor deficits including age-dependent loss of hindlimb grip strength (Figure 4D) and loss of spinal cord ChAT-positive motor neurons (Figure S4B). Remarkably, reduction or elimination of endogenous *Fus* did not exacerbate mutant FUS-dependent motor deficits and neurotoxicity (Figures 2 and 4).

**Figure 4:**
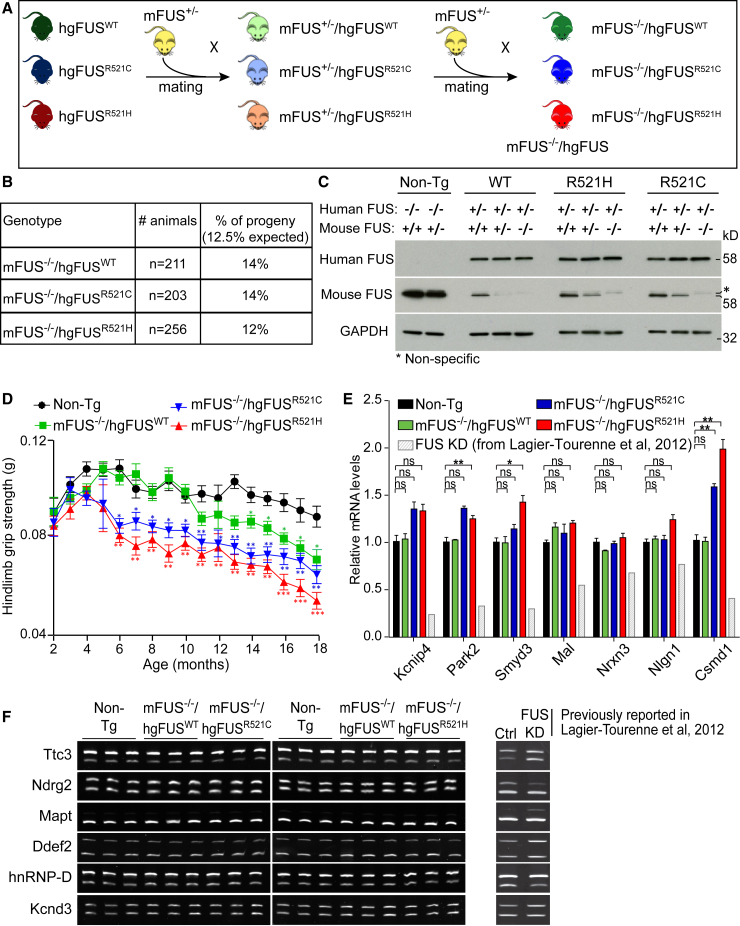
Progressive Motor Deficits Associated with ALS-Linked FUS Mutants Without Reduction in FUS Function (A) Schematic of the two-round mating of hg*FUS* mice with FUS mice heterozygous for mouse FUS (m*Fus*^+/−^) to produce animals in which all FUS is human wild-type or mutant (m*Fus*^−/−^/hg*FUS*). (B) Number and Mendelian ratio of animals obtained from the two-step mating. (C) Human and mouse FUS protein accumulation in 2-month old mouse spinal cords using FUS antibodies specific for human and mouse proteins. GAPDH was used as a loading control. Asterisk illustrates a non-specific band detected with the mouse-specific FUS antibody. (D) Hindlimb grip strength measured bi-weekly from 2 to 18 months of age. Data are represented as mean ± SEM (n ≥ 15 per group). ^∗^p < 0.05, ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001 using one-way ANOVA. (E) Expression levels of candidate genes (known to be reduced in the CNS of mice depleted of FUS [light gray], previously reported in Lagier-Tourenne et al., 2012; figure 3I) in 18-month-old Non-Tg, m*Fus*^−/−^/hg*FUS*^WT^, m*Fus*^−/−^/hg*FUS*^R521C^, and m*Fus*^−/−^/hg*FUS*^R521H^ mouse spinal cords. Data are represented as mean ± SEM (n ≥ 3 per group). ^∗^p < 0.05, ^∗∗^p < 0.01, two-sided unpaired Student’s t test. (F) Splicing profile of candidate genes (known to be altered in the CNS of mice depleted of FUS, previously reported in Lagier-Tourenne et al., 2012; figure 4C) in 18-month-old Non-Tg, m*Fus*^−/−^/hg*FUS*^WT^, m*Fus*^−/−^/hg*FUS*^R521C^, and m*Fus*^−/−^/hg*FUS*^R521H^ mouse spinal cords. See also Figure S4.

### ALS/FTD-Mediated Disease Without Loss of Normal FUS Function

To determine whether age-dependent loss of FUS nuclear function contributes to FUS-mediated disease in aged, humanized FUS mice, levels (Figure 4E) and splicing (Figure 4F) of the genes most affected by FUS depletion in mice (Lagier-Tourenne et al., 2012) were assessed. Expression levels of *Kcnip4*, *Park2*, *Smyd3*, *Mal*, *Nrxn3*, *Nlgn1*, and *Csmd1* were significantly decreased in the CNS of mice treated with reduced FUS following antisense oligonucleotide-mediated degradation of *Fus* mRNAs (Figure 4E; Lagier-Tourenne et al., 2012). However, a modest increase, rather than a reduction, was seen in the expression of these genes in spinal cords of humanized hg*FUS*^R521C^ and hg*FUS*^R521H^ mice compared to Non-Tg and hg*FUS*^WT^ mice depleted of endogenous FUS (Figure 4E).

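In the RNA-seq libraries of spinal cord, none of the 7 genes that the paper names as reduced after FUS depletion passed the test in mutant mice (8 hgFUS R521C or hgFUS R521H mice) against control mice (3 Non-Tg and 3 hgFUS WT mice). Mal was called higher after quantile normalization and without hgFUS WT WT_775 or hgFUS R521C MT_345, Nlgn1 without hgFUS WT WT_765 and Kcnip4 without hgFUS R521H MT_695. The log2 fold change was above 0 for 6 of them. Kcnip4, which encodes a protein that binds potassium channels and lies on chromosome 5 of mm9 from 48780741 to 49676898, was listed at 38.5 ± 3.33 FPKM (SD, n = 8) in mutant mice and 35.1 ± 1.97 FPKM (SD, n = 6) in controls. Its log2 fold change was 0.13 (standard error 0.056, adjusted p = 0.123 from limma). Mal, a protein of myelin, had a log2 fold change of 0.13 (standard error 0.0483, adjusted p = 0.0758 from limma). Nlgn1, a synaptic adhesion protein, had a log2 fold change of 0.13 (standard error 0.0485, adjusted p = 0.0753 from limma). For Nrxn3, Smyd3 and Csmd1 the log2 fold changes were 0.07, 0.06 and 0.05, with adjusted p of 0.258, 0.339 and 0.698 from limma. Park2, which encodes the ubiquitin ligase parkin, had a log2 fold change of -0.16 (adjusted p = 0.303 from limma). As a group the 7 genes had a median log2 fold change of 0.07, and their mean level per library did not separate mutant from control mice (two-sided exact permutation test, p = 0.109). Limma's camera test of the group against all other genes gave an adjusted p of 0.166 over the 39 gene lists tested.
Transcripts of low GC content were on the whole higher in mutant mice, and the median of the 7 genes was 0.02 with the GC trend of each library removed, a correction chosen after the data were seen. The 7 genes were taken from the paper before these libraries were examined. The list of changes after FUS depletion of the other study was not part of the analysis.

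**Figure D1:**
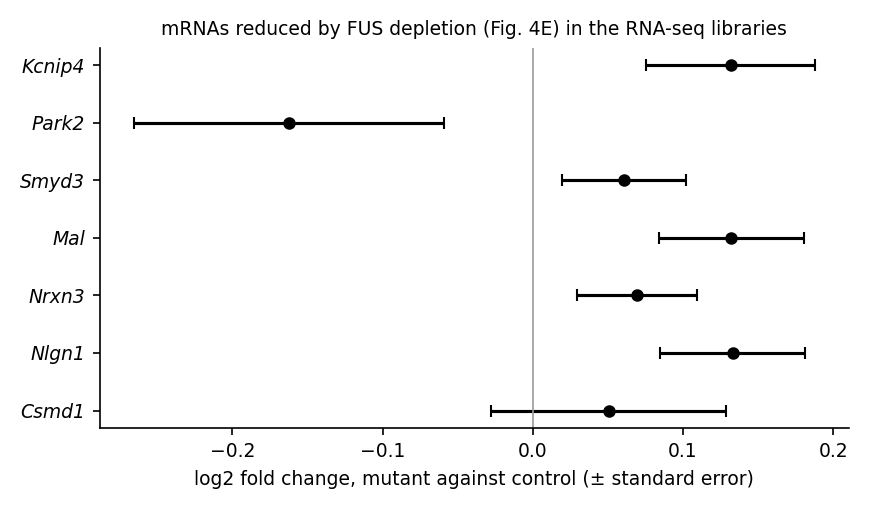
Log2 fold change of mutant against control mice (x axis) for the 7 genes of Fig. 4E, measured by RNA-seq. Points are limma estimates and bars are standard errors. Park2 lies below 0 and the other 6 genes lie above 0.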

Genome-wide expression analysis (RNA-seq; Figure S4C) of aged, humanized mutant FUS spinal cords did not significantly overlap with the changes identified upon FUS depletion in adult mouse spinal cords (Kapeli et al., 2016) (Figure S4E). Similarly, the most common splicing changes identified upon depletion of FUS (Lagier-Tourenne et al., 2012) were not observed in the humanized FUS mouse spinal cords (Figure 4F). Global splicing analysis using the RNA-mediated oligonucleotide annealing, selection, and ligation with next-generation sequencing (RASL-seq) method (which permitted quantitative profiling of 3,859 alternative splicing events that correspond to exon inclusion or skipping events conserved between mouse and human; Scekic-Zahirovic et al., 2016, Sun et al., 2015, Zhou et al., 2012) did not reveal significant splicing alterations in aged, humanized mutant FUS spinal cords (Figure S4D). Altogether, these results demonstrate that the age-dependent motor deficits associated with expression of ALS-linked FUS mutant in humanized FUS mice cannot be caused by a loss of function of FUS in regulating gene expression and/or splicing.

### A Mutant FUS-Dependent Gain of Toxicity RNA Signature Affecting Protein Synthesis

RNA expression profiles from spinal cords of humanized mutant FUS mice were used to test whether ALS-linked mutations produced expression changes that reflected gain of aberrant function (Figures 5 and S4E). 

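Spinal cord RNA was sequenced from 14 mice aged 18 months. By the genotypes recorded for the samples, 3 were Non-Tg, 3 hgFUS WT, 5 hgFUS R521C and 3 hgFUS R521H, with 1 library per mouse. The humanized mice lack mouse FUS and express human FUS, either wild-type or with an ALS-linked mutation, so that hgFUS WT mice separate the replacement of the gene from the mutation. The authors made the libraries at the same time with a stranded kit for polyadenylated RNA, aligned the reads to the mouse genome mm9 with TopHat and estimated FPKM per gene with Cufflinks. The sex of the mice is not given, and no batch is recorded. Fus itself was listed at 99.6 ± 8.09 FPKM (SD, n = 3) in Non-Tg, 95.2 ± 5.44 (n = 3) in hgFUS WT, 93.8 ± 7 (n = 5) in hgFUS R521C and 114.5 ± 8.75 (n = 3) in hgFUS R521H mice. Reads from the human transgene that align to the mouse gene cannot be separated in these values, so they do not check the genotypes.
Of 23699 genes, the 13758 with a mean of at least 1 FPKM over the 14 libraries were tested with limma on log2(FPKM + 0.1), a scale that understates the change of low genes. The 8 mutant mice were set against the 6 controls, as in the paper, and single genotypes were compared in a fit with 1 coefficient per genotype. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Depth, read from the steps between the lowest values, was 11452000 to 15711000 fragments per library and did not separate mutant from control mice (two-sided exact permutation test, p = 0.564). In data simulated from these libraries with no GC trend, the test of mutant against control found 50.7% of genes changed by 1.2-fold. It found 89.6% of those changed by 1.5-fold, among 13568 genes. With the GC trend of these libraries added it found 65.7% and 91%, and 84.9% of the genes called were false. The simulation counted every call made by the trend as false, so this is not the share of false calls in the real libraries. The gene lists were fixed before the libraries were examined but after Table S1 and Figs. 4 and 5 of the paper had been read.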

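Between Non-Tg and hgFUS WT mice no single gene passed the test, and 8 of 39 gene lists passed limma's camera test with a preset correlation between genes, among them markers of microglia and of blood vessels. The neutrophil and skeletal muscle lists moved further (median log2 fold changes 0.39 and 0.39) and did not pass. The 26 microglia markers had a median log2 fold change of -0.20 in hgFUS WT against Non-Tg mice. Among them, Itgam, a receptor subunit of microglia and other myeloid cells whose gene lies within 5 Mb of mouse Fus, was listed at 10.1 ± 1.47 FPKM (SD, n = 3) in Non-Tg and 6.99 ± 1.79 (SD, n = 3) in hgFUS WT mice. This is a log2 fold change of -0.54 (standard error 0.15, adjusted p = 1 from limma). The 18 endothelial markers had a median log2 fold change of 0.21, and the 8 pericyte and smooth muscle markers of 0.27. In that camera test these groups differed from all other genes (adjusted p = 1.49e-09 for microglia, 1.49e-09 for endothelium and 0.000943 for pericytes). None did with an estimated correlation (adjusted p = 0.66 for microglia, 0.474 for endothelium and 0.474 for pericytes). Over libraries, the mean of the microglia markers differed by -0.211, with a 95% interval of -0.508 to 0.0854, and by -0.104 without Non-Tg WT_22. The mean of the pericyte markers differed by 0.198, and by 0.085 without hgFUS WT WT_775. The chaperones (median log2 fold change -0.01) and the cytosolic ribosomal proteins (-0.04) did not pass limma's camera test (adjusted p = 0.512 and 0.0957).
The count of changed genes by limma was 0 of 13758, and 581 genes had an unadjusted p under 0.05. Spearman correlations averaged 0.977 both between the genotypes (0.97653) and within them (0.97681; one-sided exact permutation test, p = 0.5, where 10 splits allow no p under 0.1). With 3 mice against 3, the same test found 29.9% of simulated 1.2-fold changes and 73.1% of 1.5-fold changes.

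**Figure D2:**
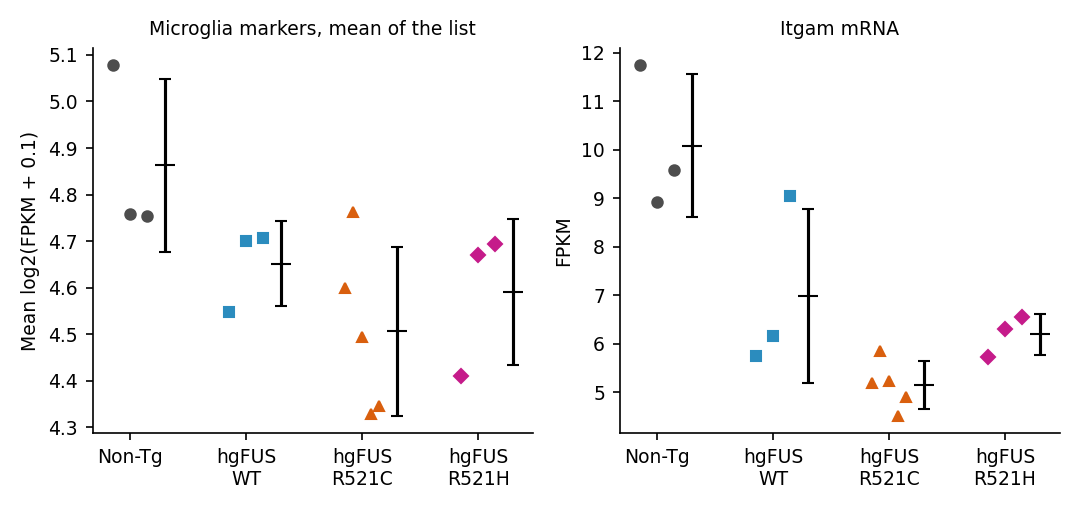
Mean log2(FPKM + 0.1) of the 26 microglia markers (left) and FPKM of Itgam (right) in each library, by genotype. Points are mice, and the black marks are the mean and SD. Itgam averages 10.1 FPKM in Non-Tg and 6.99 FPKM in hgFUS WT mice.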

RNA profiles from normal (Non-Tg) and humanized hg*FUS*^WT^ mice were almost indistinguishable. However, both humanized mutant FUS lines had highly distinct RNA profiles determined with unsupervised hierarchical clustering (Figure 5A) and principal component analysis (PCA) (Figure 5B), with 1,057 significant expression changes (defined by p < 0.05 adjusted for multiple testing; Table S1) and with 709 down and 348 upregulated genes (Figure 5C) relative to age-matched Non-Tg or humanized hg*FUS*^WT^ littermates. These changes (Figures 5D and 5E) included altered signaling pathways for protein translation mediated by eIF2α, a crucial translation initiation factor which forms a complex with components including eIF2B, GTP, and the initiating methionine tRNA (Kapur et al., 2017). mTOR and glutamate receptor signaling pathways (Figure 5E) were also affected.

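Against the 6 control mice, 2071 of 13758 genes differed in the 8 mutant mice, 1140 higher and 931 lower, by small amounts (median absolute log2 fold change 0.17). The majority turned with median ratio scaling (922 higher and 1051 lower), with the length trend removed (865 and 957) and at a fold of at least 1.2 (81 and 151). With log2 Xist, whose level goes with the sex of a mouse, as a covariate 667 genes were called, and with the mean of erythroid genes as a covariate 603. The sex of the mice is not given, and its part in these changes was not tested. Mutant and control mice did not overlap at all for 298 genes that were higher and 186 that were lower, where chance gives 0.0666% of genes. Among the largest decreases was Itgam, a receptor subunit of myeloid cells and 1 of the 11 genes within 5 Mb of mouse Fus that were lower in mutant against Non-Tg mice. Itgam, on chromosome 7 of mm9 from 135206153 to 135262005, was listed at 5.54 ± 0.697 FPKM (SD, n = 8) in mutant and 8.53 ± 2.24 (SD, n = 6) in control mice, a log2 fold change of -0.58 (standard error 0.14, adjusted p = 0.0149 from limma). Cd14, a receptor for bacterial lipopolysaccharide, had a log2 fold change of -0.56 (standard error 0.108, adjusted p = 0.00626 from limma), Ifitm6 of -0.72 and Il3ra, a cytokine receptor subunit, of -0.54. Eno1, an enzyme of glycolysis, fell by 0.87 on the log2 scale (standard error 0.209). The others were Cmtm7 (-0.63), Gm13308 (-0.62), 1110006O24Rik (-0.59) and Gm10094 (-0.80). Among the largest increases were Gins1, a subunit of a DNA replication complex (log2 fold change 0.69, standard error 0.148, adjusted p = 0.00914 from limma), Tgoln2, a protein of the trans-Golgi network (0.62), Ctrl, a protease (0.60), Apoo-ps (0.61), Gm9962 (0.65), Gm16677 (0.77) and Gm20571 (1.55).
For 4 further genes the values lay at 0 or near it in part of the libraries. The small nucleolar RNA Snord96a was listed at 0 in all 8 mutant and 2 of 6 control libraries, and at 109 to 449 FPKM in the other 4. Snord22 was listed at 0 in 3 control libraries, and Mir466i at 0 in all 6 control and 3 mutant libraries. Eif3j, an initiation factor subunit, lay under 0.1 FPKM in 4 control libraries and in 1 mutant library.
The change of a gene went with the GC content of its transcript. Of the 2714 genes of lowest GC content 713 were higher and 2 lower, and of the 2712 genes of highest GC content 5 were higher and 549 lower. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change and GC content was -0.62. The slope of expression on GC content, in log2 units per 10 percentage points, was -0.05 ± 0.0345 (SD, n = 8) in mutant and 0.07 ± 0.0186 (SD, n = 6) in control libraries (two-sided exact permutation test, p = 0.000333, the smallest this design can give). With the GC trend of each library removed, a step chosen after the data were seen, 111 of 13568 genes were called, 52 higher and 59 lower, 86 of them called in the same direction before. Cd14 was among the genes called after that step (log2 fold change -0.52, adjusted p = 0.0411 from limma), and Itgam (-0.61, adjusted p = 0.0551) was not.
Against hgFUS WT mice alone 10 genes were called (7 higher and 3 lower), with 2531 at an unadjusted p under 0.05, but 1 without hgFUS WT WT_795, 432 without hgFUS R521C MT_345 and 568 with array weights. Against Non-Tg mice alone 977 were called (467 higher and 510 lower), from 84 without Non-Tg WT_22 to 1659 without hgFUS R521C MT_345. In hgFUS R521C mice 1506 genes differed from the controls, from 800 without hgFUS R521C MT_329 to 2255 without hgFUS R521C MT_345. In hgFUS R521H mice 105 did, from 0 without Non-Tg WT_22 or hgFUS WT WT_795 to 360 without hgFUS R521H MT_695. With the GC trend removed these 4 counts were 2, 19, 154 and 0, with log2 Xist as a covariate 1, 0, 583 and 0, and with the erythroid mean as a covariate 1, 323, 290 and 0. Between the lines no gene differed by limma (764 at an unadjusted p under 0.05), a comparison limited by the genotype records, since the paper's Figs. 5A and 5B draw 4 mice of each line. The fold changes of the lines correlated across genes at 0.4709 with shared controls, which lies within the values of 100 simulated data sets with no effect (mean 0.3835, highest 0.5321), and at 0.3713 without hgFUS R521H MT_695 (simulated mean 0.342). With separate controls the correlation was 0.1593 or 0.1145, where no effect gives 0 on average, but the spread around it is not at hand. With shared controls 77.07% of genes had the same sign in both lines, against a simulated mean of 62.7%. The covariance was 0.05865, against a simulated mean of 0.03822. The spread of these simulated measures is not at hand, so they set no limit. Each gene was drawn independently and at its own spread in these simulations, so they cannot decide whether the lines agree. Called in both lines were 38 higher genes and 55 lower ones, against 2.457 and 3.245 expected of independent lists, but these comparisons share the controls.
Of the 1046 genes of the paper's Table S1 that were tested, 1043 changed in the same direction and 773 were called (295 higher and 478 lower). The authors chose those genes on these libraries, so they are not independent evidence. From profiles that separate in Figs. 5A and 5B and the changes it counts in Table S1, the paper states that both mutant lines have RNA profiles distinct from those of Non-Tg and hgFUS WT littermates, and it set out to test with them whether the mutations confer a gain of aberrant function.

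**Figure D3:**
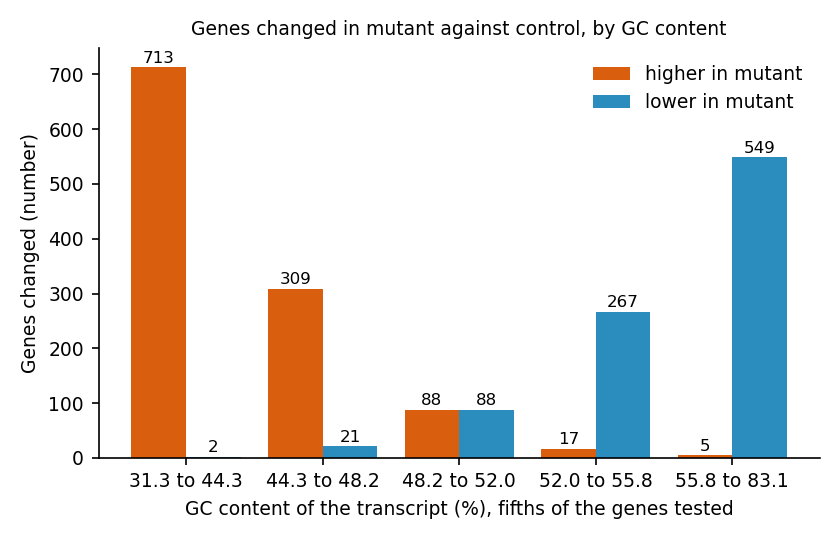
Number of genes called higher or lower in mutant against control mice (y axis) in 5 bins of the tested genes by GC content of the transcript in percent (x axis). The bin of lowest GC content holds 713 higher and 2 lower genes, and the bin of highest GC content 5 higher and 549 lower genes.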

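Of 16 genes of eIF2, eIF2B, the eIF2 kinases and related factors, 3 were higher in mutant mice, none was lower and 13 did not pass the test (3 higher and 0 lower when adjusted over the list alone). Eif2s1, which encodes eIF2α itself and lies on chromosome 12 of mm9 from 79963058 to 79987997, was listed at 14 ± 1.09 FPKM (SD, n = 8) in mutant and 12 ± 0.537 (SD, n = 6) in control mice. Its log2 fold change was 0.22 (standard error 0.049, adjusted p = 0.0108 from limma). Eif5, whose product promotes GTP hydrolysis by eIF2, had a log2 fold change of 0.11, and Eif2a, an initiation factor distinct from eIF2α, of 0.15. Atf4, a transcription factor whose translation rises when eIF2α is phosphorylated, was at 81.4 ± 4.92 FPKM (SD, n = 8) and 82.3 ± 3.25 (SD, n = 6) (adjusted p = 0.819 from limma). Of 37 ATF4 targets, 3 were higher and 5 lower.
Of 37 genes of mTOR signaling, 7 were higher and 3 lower (8 and 4 when adjusted over the list alone). Rictor, a component of mTOR complex 2, had a log2 fold change of 0.19 and Pik3r3, a regulatory subunit of PI3 kinase, of 0.21. Rps6kb2, a kinase of ribosomal protein S6, fell by 0.23 on the log2 scale (standard error 0.0593, adjusted p = 0.0189 from limma), and Ulk1, a kinase of autophagy, by 0.16.
Of 47 genes of glutamate receptors and glutamate handling, 10 were higher and 3 lower (13 and 5 when adjusted over the list alone). The kainate receptor subunit Grik2 had a log2 fold change of 0.23, the metabotropic receptor Grm5 of 0.19 and the vesicular glutamate transporter Slc17a6 of 0.16. The kainate receptor subunit Grik5, the postsynaptic scaffold Homer3 and the glutamine transporter Slc38a3 were lower.
In limma's camera test with a preset correlation, none of these lists differed from other genes (adjusted p = 0.166 for eIF2, 0.91 for mTOR and 0.064 for glutamate). The paper took its pathways from Ingenuity Pathway Analysis of its changed genes. The lists and the test here differ from those, so they do not check that enrichment. The eIF2 list moved upward as a set by limma's fry test (adjusted p = 0.00257) and by its mean per library (two-sided exact permutation test, p = 0.000666, 0.0259 after adjustment over the 39 lists). The mTOR list had a median log2 fold change of -0.01, a camera direction above 0, and a median above 0 after quantile normalization. After removal of each library's GC trend, no gene of the eIF2, mTOR or glutamate list was called, the eIF2 list had a median log2 fold change of 0.01 and passed neither fry (adjusted p = 0.255) nor the exact permutation test (p = 0.1), the change of Grik5 was 0.00 with its sign turned, and the glutamate list passed camera with a median log2 fold change of 0.03 (adjusted p = 0.00432, but 0.489 with an estimated correlation).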

**Figure 5:**
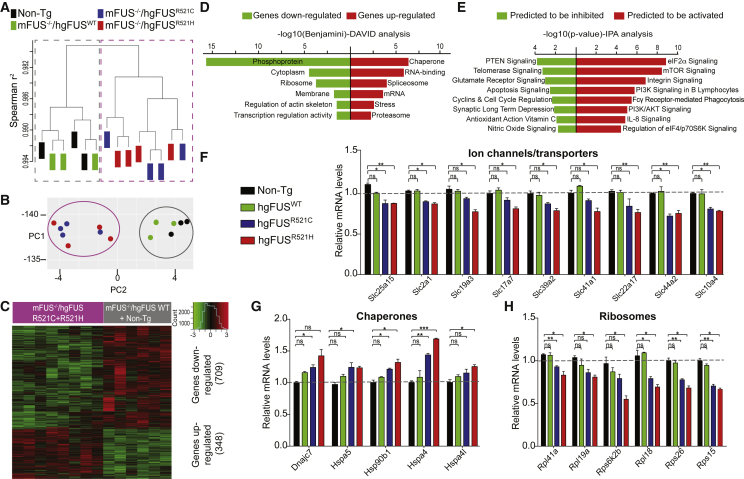
ALS-Linked Mutations in FUS Cause a Mutant-Dependent Signature of RNAs that Includes a Reduction in mRNAs for Ion Channels and Transporters and Ribosomal Proteins and an Increase in mRNAs Encoding Chaperones (A) Unsupervised hierarchical clustering of all expressed genes in spinal cords of 18-month-old Non-Tg, m*Fus*^−/−^/hg*FUS*^WT^, m*Fus*^−/−^/hg*FUS*^R521C^, and m*Fus*^−/−^/hg*FUS*^R521H^ mice identified by RNA-seq analysis. (B) Principal component analysis (PCA) of differentially expressed genes in 18-month-old Non-Tg, m*Fus*^−/−^/hg*FUS*^WT^, m*Fus*^−/−^/hg*FUS*^R521C^, and m*Fus*^−/−^/hg*FUS*^R521H^ spinal cords. (C) Heatmap with hierarchical clustering of 1,057 genes differentially expressed in 18-month-old hg*FUS*^R521C^ and hg*FUS*^R521H^ mice compared to age-matched Non-Tg and m*Fus*^−/−^/hg*FUS*^WT^ spinal cords. (D) Functional analysis using DAVID software of the differentially expressed genes revealing the most enriched gene group changes in m*Fus*^−/−^/hg*FUS*^R521C^ and m*Fus*^−/−^/hg*FUS*^R521H^ mice compared to age-matched Non-Tg and m*Fus*^−/−^/hg*FUS*^WT^ animals. (E) Functional analysis using the Ingenuity Pathway Analysis (IPA) software of the differentially expressed genes revealing the most enriched gene group changes in m*Fus*^−/−^/hg*FUS*^R521C^ and m*Fus*^−/−^/hg*FUS*^R521H^ mice compared to age-matched Non-Tg and m*Fus*^−/−^/hg*FUS*^WT^ animals. (F) Reduced expression of ion channels and transporters essential for synaptic function in 18-month-old m*Fus*^−/−^/hg*FUS*^R521C^ and m*Fus*^−/−^/hg*FUS*^R521H^ spinal cords compared to age-matched Non-Tg and m*Fus*^−/−^/hg*FUS*^WT^, validated by qRT-PCR. Data are represented as mean ± SEM (n ≥ 3 per group). ^∗^p < 0.05, ^∗∗^p < 0.01, two-sided unpaired Student’s t test. See also Figure S5A. (G) Increased expression of chaperones in 18-month-old m*Fus*^−/−^/hg*FUS*^R521C^ and m*Fus*^−/−^/hg*FUS*^R521H^ spinal cords compared to age-matched Non-Tg and m*Fus*^−/−^/hg*FUS*^WT^, validated by qRT-PCR. Data are represented as mean ± SEM (n ≥ 3 per group). ^∗^p < 0.05, ^∗∗^p < 0.01 and ^∗∗^p < 0.001, two-sided unpaired Student’s t test. See also Figure S5B. (H) Reduced expression of genes encoding ribosomes or other components of the translation machinery in 18-month-old m*Fus*^−/−^/hg*FUS*^R521C^ and m*Fus*^−/−^/hg*FUS*^R521H^ spinal cords compared to age-matched Non-Tg and m*Fus*^−/−^/hg*FUS*^WT^, validated by qRT-PCR. Data are represented as mean ± SEM (n ≥ 3 per group). ^∗^p < 0.05 and ^∗∗^p < 0.01, two-sided unpaired Student’s t test. See also Figure S5C.

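In the hierarchical clustering with complete linkage, the 6 controls shared 1 branch, and the first division set 5 mutant libraries against 3 mutant and all control libraries. Spearman correlations ran from 0.968 to 0.980, and pairs of the same arm correlated better than mixed pairs by 0.0016 (one-sided exact permutation test, p = 0.002). In the PCA, PC1 held 11.4% of the variance and averaged 11.6 ± 16.5 (SD, n = 8) in mutant and -15.5 ± 10.1 (SD, n = 6) in control mice (two-sided exact permutation test, p = 0.00433). PC2 held 9.98% and did not differ (p = 0.779 by the same exact test). Once the GC trend was removed, the one-sided exact permutation p for the correlations of same-arm and mixed pairs was 0.0433. For PC1 the two-sided exact permutation p was then 0.0236. The first division of the clustering then set hgFUS R521C MT_345 apart from all other libraries.

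**Figure D4:**
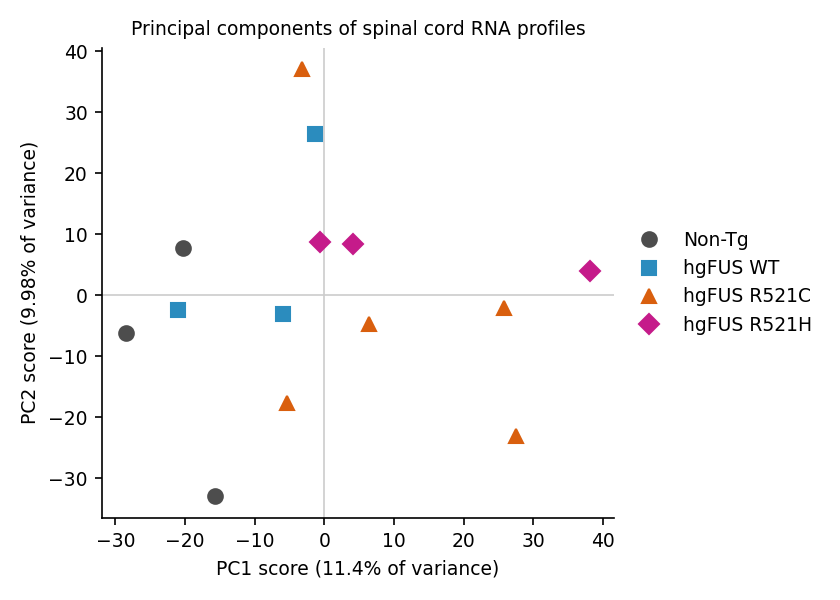
PC1 score (x axis) against PC2 score (y axis) of each library from log2(FPKM + 0.1), centred per gene. Each point is a mouse, marked by genotype, and control mice average -15.5 and mutant mice 11.6 on PC1.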

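In mutant mice, genes of ion channels were more often higher than lower, and genes of solute carrier transporters more often lower than higher. Of 170 ion channel genes, 23 were higher, 7 were lower and the rest did not pass the test (23 higher and 8 lower when adjusted over the list alone). Scn1a, a sodium channel subunit on chromosome 2 of mm9 from 66108838 to 66278894, was listed at 59.7 ± 1.86 FPKM (SD, n = 8) in mutant and 53.4 ± 1.18 (SD, n = 6) in control mice. This is a log2 fold change of 0.16 (standard error 0.0254, adjusted p = 0.00293 from limma). Trpc1, a cation channel, and Kcnj16, a potassium channel, had log2 fold changes of 0.23 and 0.18. Kcnj11, a potassium channel closed by ATP, fell by 0.16 on the log2 scale, and the potassium channel subunit Kcnab2 fell by 0.09.
Of 241 solute carrier genes, 18 were higher and 32 lower (18 and 40 when adjusted over the list alone). Slc18a3, the vesicular transporter of acetylcholine, was at 23.4 ± 0.673 FPKM (SD, n = 8) in mutant and 28 ± 1.78 (SD, n = 6) in control mice, a log2 fold change of -0.25 (standard error 0.0375, adjusted p = 0.00213 from limma). Slc18a3 also belongs to the list of motor neuron markers, of which 0 were higher and 4 lower. Slc35a4, of the family of nucleotide sugar transporters, fell by 0.25 on the log2 scale. The sodium-calcium exchanger Slc8a1 and the zinc transporter Slc30a9 rose by 0.17 and 0.14. The list was drawn by gene symbol, so a protein with the family's name that carries no solute would be in it.
Of the 9 transporters drawn in Fig. 5F, 4 were lower in these libraries: Slc22a17 (log2 fold change -0.19, adjusted p = 0.0024), Slc44a2 (-0.18, adjusted p = 0.00307), Slc41a1 (-0.15, adjusted p = 0.00434) and Slc10a4 (-0.19, adjusted p = 0.0191 from limma). Slc25a15, a carrier of ornithine into mitochondria, was higher (0.19, standard error 0.0439, adjusted p = 0.0131 from limma). Slc17a7 (-0.35), Slc2a1 (-0.26), Slc19a3 (-0.17) and Slc39a2 (0.01) did not pass the test. The study chose these 9 genes, so they are not independent evidence of a direction.
By the mean per library, ion channels were higher (two-sided exact permutation test, p = 0.021) and solute carriers lower (p = 0.00133 by the same exact test), and after adjustment over the 39 lists the p-values were 0.107 and 0.0259. Camera with a preset correlation called neither list (adjusted p = 0.131 and 0.08). With the GC trend of each library removed, the median of the ion channels stayed at 0.04 and camera called them (adjusted p = 0.000387, but 0.489 with an estimated correlation), while the median of the carriers went from -0.03 to -0.01. By the mean per library the exact permutation p was then 0.00333 for channels and 0.002 for carriers, 0.0649 for both after adjustment over the 39 lists. After that step 1 of the channel genes, Trpc1, was called higher and 3 carriers, Slc44a2, Slc35a4 and Slco2b1 (chosen after its values were seen), were called lower.

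**Figure D5:**
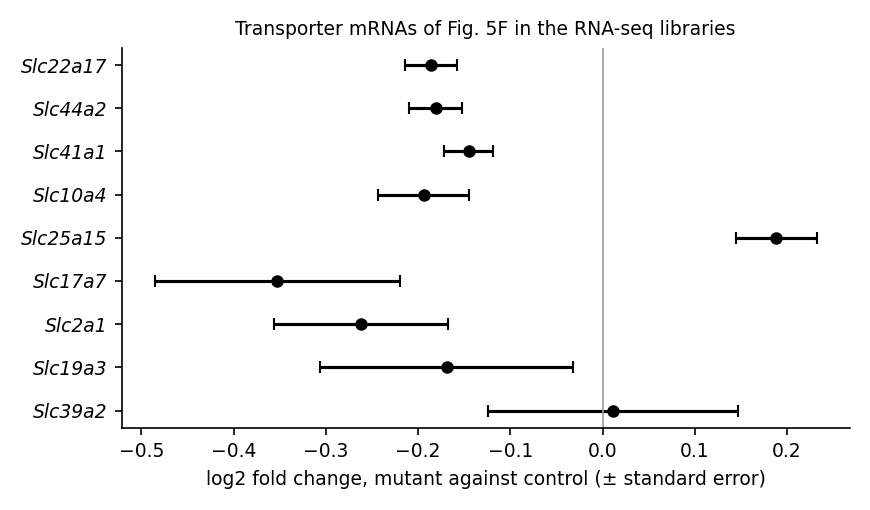
Log2 fold change of mutant against control mice (x axis) for the 9 transporter genes of Fig. 5F, measured by RNA-seq. Points are limma estimates and bars are standard errors. Slc25a15 lies at 0.19 and Slc22a17 at -0.19.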

mRNAs encoding multiple ion channels and transporters essential for synaptic function were decreased in spinal cord extracts of both humanized mutant FUS lines (Figure S5A), consistent with mutant FUS-dependent synaptic dysfunction (Figures 3E and 3F). Further tests using RT-qPCR confirmed reductions in ion channel and transporter components tested (reductions in nine are shown in Figure 5F). These changes were accompanied by the upregulation of ten genes encoding chaperones (Figure S5B), five of which were further validated by qRT-PCR (Figure 5G). 

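Of 90 genes of heat shock and chaperonin families, 24 were higher in mutant mice by small amounts, none was lower and 66 did not pass the test, and the log2 fold change was negative for 19. When adjusted over the list alone, 30 were higher and 3 lower, and after scaling by median ratios or by quantiles 18 and 31 were higher and 2 were lower. Dnajc7, a cochaperone of HSP70 and HSP90 on chromosome 11 of mm9 from 100444149 to 100481482, was listed at 103.2 ± 2.49 FPKM (SD, n = 8) in mutant and 90.2 ± 1.43 (SD, n = 6) in control mice, with no overlap. Its log2 fold change was 0.19 (standard error 0.0219, adjusted p = 0.00061 from limma). Hspa5, the HSP70 of the endoplasmic reticulum, was at 170.3 ± 19.9 FPKM and 142.3 ± 7.03, a log2 fold change of 0.25 (standard error 0.0679, adjusted p = 0.0236 from limma). Hsp90b1, the HSP90 of the same compartment, had a log2 fold change of 0.25 (standard error 0.0488, adjusted p = 0.00615 from limma). The HSP110 family members Hspa4 and Hspa4l rose by 0.15 and 0.19, which makes all 5 chaperones of Fig. 5G higher in these libraries. Others were the mitochondrial chaperonin Hspd1 (0.26) and the cytosolic Hsp90aa1 (0.26).
Of 30 chaperones and other genes of the unfolded protein response in the endoplasmic reticulum, 6 were higher and 0 lower (11 and 0 when adjusted over the list alone). Of 20 targets of heat shock factor 1, 6 were higher and 0 lower (7 and 4 over the list alone), and Hsf1 itself had a log2 fold change of -0.12 (adjusted p = 0.0801 from limma).
The median log2 fold change was 0.09 for the heat shock families and 0.08 for the endoplasmic reticulum list, and camera with a preset correlation called both (adjusted p = 7.06e-05 and 0.00167), but not the heat shock factor 1 targets (0.0981). With an estimated correlation neither passed (adjusted p = 0.642 and 0.657). The mean of the heat shock families per library was higher in mutant mice (two-sided exact permutation test, p = 0.00266, 0.0259 after adjustment over 39 lists). These transcripts had a median GC content of 47.7%, against 50.1% for all genes tested. With the GC trend of each library removed, the median of the heat shock families was 0.04. Their two-sided exact permutation p was then 0.027, and 0.14 after adjustment over the 39 lists. Dnajc7 (0.18, adjusted p = 0.00344) and Hspd1 (0.23, adjusted p = 0.0361 from limma) were called higher. Dnajc19, a subunit of a mitochondrial import motor chosen after its values were seen, was called lower (-0.24, adjusted p = 0.0361 from limma). No gene of the endoplasmic reticulum list was called after that step, and its exact permutation p went from 0.0303 to 0.133.

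**Figure D6:**
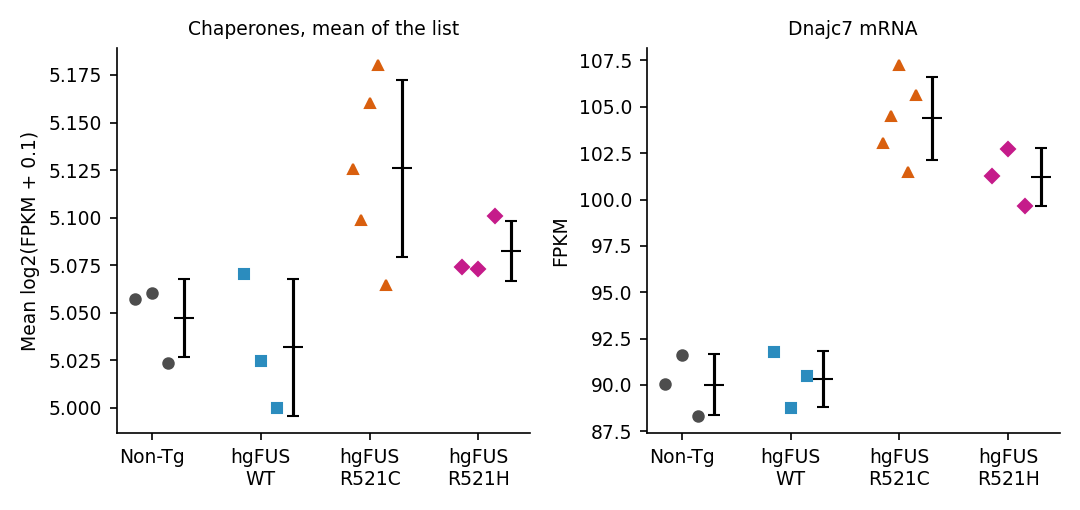
Mean log2(FPKM + 0.1) of the 90 chaperone genes (left) and FPKM of Dnajc7 (right) in each library, by genotype. Points are mice, and the black marks are the mean and SD. Dnajc7 averages 103.2 FPKM in mutant and 90.2 FPKM in control mice.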

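Of 78 genes of cytosolic ribosomal proteins, 13 were lower in mutant mice, 2 were higher (Rpl14 and Rps15a) and 63 did not pass the test (14 lower and 2 higher when adjusted over the list alone). Rpl41, on chromosome 10 of mm9 from 127985165 to 127986224, was listed at 125.4 ± 15 FPKM (SD, n = 8) in mutant and 170.7 ± 19.1 (SD, n = 6) in control mice, without overlap. Its log2 fold change was -0.45 (standard error 0.0844, adjusted p = 0.00556 from limma), the rank 25 among the 931 genes that were lower. Rpl18a (-0.27) had rank 129 and Fau (-0.18) rank 448. Rpl36 (rank 28), Rps16 (rank 52) and Rps11 (rank 802, the last of the 13) were chosen after their values were seen.
Among the genes of Fig. 5H, Rps6kb2, a kinase of ribosomal protein S6, was lower as well (log2 fold change -0.23, adjusted p = 0.0189 from limma). Rps26 (-0.24, adjusted p = 0.204), Rpl18 (-0.13, adjusted p = 0.356), Rpl19 (-0.12, adjusted p = 0.209) and Rps15 (-0.12, adjusted p = 0.122) did not pass by limma. Of 46 other initiation and elongation factors, 7 were higher and 4 lower, among them Eef1a1, the main elongation factor (-0.16). Of 76 mitochondrial ribosomal proteins, 3 were higher and 4 lower.
The cytosolic list had a median log2 fold change of -0.07 and passed camera with a preset correlation (adjusted p = 0.00647), but not with an estimated one (adjusted p = 0.657), and its mean per library did not separate the groups (two-sided exact permutation test, p = 0.106). After removal of the GC trend of each library, none of 77 members was called and the median was -0.05, and Rpl41 has no GC value.

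**Figure D7:**
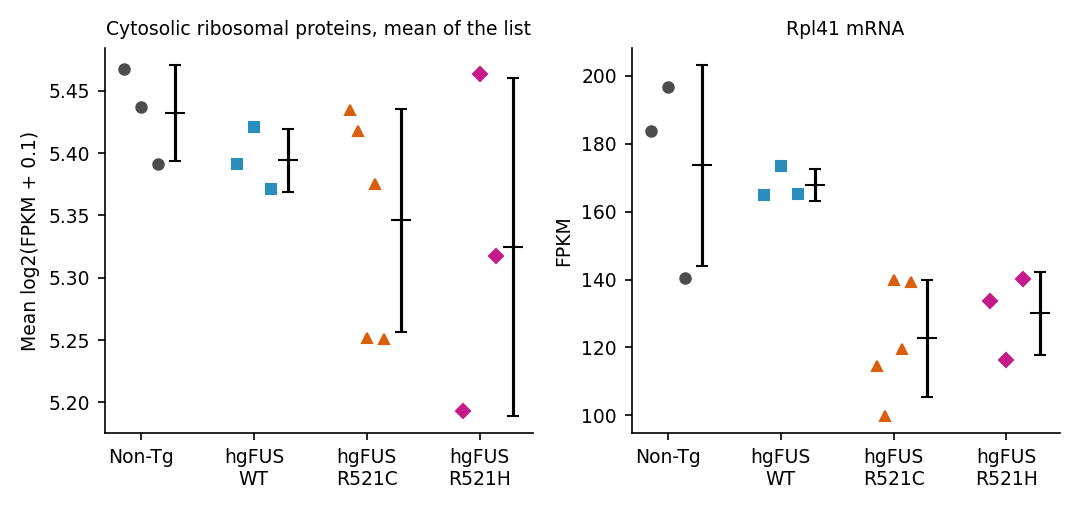
Mean log2(FPKM + 0.1) of the 78 cytosolic ribosomal protein genes (left) and FPKM of Rpl41 (right) in each library, by genotype. Points are mice, and the black marks are the mean and SD. Rpl41 averages 125.4 FPKM in mutant and 170.7 FPKM in control mice.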

Genes encoding ribosomal proteins represented some of the most downregulated genes, including sixteen components of the translation machinery (Figures 5H and S5C).

### Stress-Mediated Inhibition of Intra-axonal Protein Synthesis from ALS/FTD-Linked Mutations in FUS

FUS mutant-dependent effects on protein translation mediated through eIF2α were tested in the nervous system of the humanized FUS mice. Phosphorylation of eIF2α on serine 51 inhibits overall initiation by blocking the activity of its eIF2B guanine exchange factor (Donnelly et al., 2013). Consistent with inhibited translation initiation, elevated levels of phosphorylated eIF2α (P-eIF2α), together with increased levels of HSF1 (heat shock transcription factor 1), were identified in spinal cord protein extracts from FUS adult mutant mice at early symptom onset (Figure 6A, S6A, and S6B).

**Figure 6:**
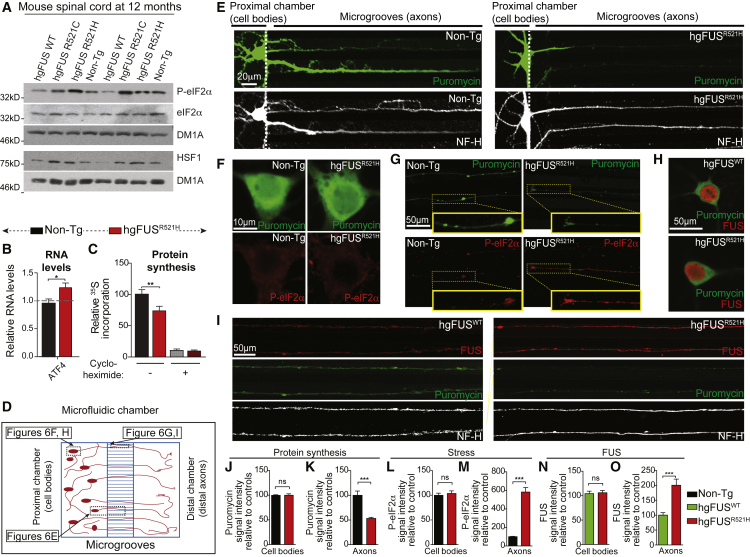
ALS-Linked Mutations in FUS Cause Stress-Mediated Reduction in Axonal Protein Synthesis (A) Immunoblot demonstrating increased stress mediated by mutant FUS at early symptom onset using the phosphorylated form of eIF2α antibody (P-eIF2α) and HSF1 antibody in 12-month-old hg*FUS*^R521C^ and hg*FUS*^R521H^ spinal cords compared to age-matched Non-Tg and hg*FUS*^WT^. eIF2α and tubulin antibodies were used as loading controls. See also quantification in Figures S6A and S6B. (B) Expression of *Atf4* in primary hippocampal neuronal cultures from hg*FUS*^R521H^ compared to Non-Tg mice. Data are represented as mean ± SEM (n ≥ 3 biological replicates per group). ^∗^p < 0.05, two-sided unpaired Student’s t test. (C) Quantification of the amount of ^35^S incorporated into newly translated proteins in hippocampal neurons cultured for 15 days. Cycloheximide (25 μg/mL) addition was used as a positive control for complete protein translation inhibition. Data are represented as mean ± SEM (n = 4 biological repeats). ^∗∗^p < 0.01, two-sided unpaired Student’s t test. (D) Schematic of the experimental design using microfluidic compartmented chambers to distinguish neuronal cell bodies from axons. (E–G) Hippocampal neurons isolated from hg*FUS*^R521H^ or Non-Tg mice (from four independent experiments with 3 or 4 mouse embryos per genotype per experiment) cultured in compartmented chambers and treated with a 10-min pulse of puromycin to label protein translation sites using puromycin antibody (green) with a neurofilament NF-H (white) antibody to stain axons (E) or with an antibody recognizing the phosphorylated form of eIF2α (P-eIF2α) (red) in (F) cell bodies and (G) neuronal processes. Scale bars, 10 μm and 50 μm, respectively. (H and I) Hippocampal neurons isolated from hg*FUS*^R521H^ and hg*FUS*^WT^ mice cultured in compartmented chambers immunostained for FUS (using FUS antibody in red) and protein translation (using puromycin antibody in green) in (H) cell bodies and (I) axonal processes (using NF-H antibody, white). Scale bar, 50 μm. (J–M) Quantification of the puromycin relative fluorescence intensity (protein translation) in (J) cell bodies (green signal in Figure 6F) and (K) axons (green signal in Figure 6G); quantification of P-eiF2α fluorescence intensity (stress) in (L) cell bodies (red signal in Figure 6F) and (M) axons (red signal in Figure 6G) of Non-Tg and hg*FUS*^R521H^ hippocampal neurons cultured in microfluidic chambers. The bar graph represents mean ± SEM (n ≥ 30 axons or cell bodies per group from four independent experiments). ^∗∗∗^p < 0.001, two-sided unpaired Student’s t test. (N and O) Quantification of FUS relative fluorescence intensity in (N) cell bodies (red signal in Figure 6H) and (O) axons (red signal in Figure 6I). The bar graph represents mean ± SEM (n ≥ 50 axons or cell bodies per group). ^∗∗∗^p < 0.001, two-sided unpaired Student’s t test.

ATF4 is a key effector of the integrated stress response that drives phosphorylation of eIF2α (Pakos-Zebrucka et al., 2016). Consistent with P-eIF2α dependent protein synthesis inhibition, there was a mutant FUS-dependent increase of *Atf4* mRNA levels in primary mouse hippocampal neurons (Figure 6B). Correspondingly, mRNA translation was reduced (compared with neurons of wild-type mice) by 25% in metabolically labeled (with ^35^S-Met/Cys) cultured hippocampal neurons from mutant FUS mice (Figure 6C).

Recognizing that puromycin incorporation into nascent polypeptides enables direct visualization of actively translating ribosomes (using an anti-puromycin antibody; tom Dieck et al., 2015), we cultured hippocampal neurons in compartmented microfluidic chambers that allow unambiguously distinguishing cell bodies from processes, prior puromycin pulse-labeling (Figures 6D and 6E). Surprisingly, translation was found to be predominantly reduced in processes (Figures 6E, 6G, 6I, and 6K) relative to cell bodies (Figures 6F, 6H, 6J, S6C, and S6D). This reduction was accompanied by increased phosphorylation of eIF2α in axons (Figures 6G and 6M), with no differences observed in cell bodies (Figures 6F and 6L). No cell death was detected at any time point (Figures S6E and S6F).

While a majority of FUS localized intranuclearly (Figure 6H, red), both wild-type and mutant human FUS were present in axons of hippocampal neurons cultured in compartmented microfluidic chambers (Figure 6I). FUS was not elevated in the cytoplasm of mutant neuronal cell bodies (Figures 6H and 6N). However, relative to wild-type FUS, significantly more mutant FUS accumulated within axons (Figures 6I and 6O). Since measurement of the volume covered by the axonal network in our hippocampal neuronal cultures revealed that it was at least 6 times that of their cell bodies and dendrites, this strong reduction in intra-axonal protein translation is likely to be sufficient to account for the 25% decreased protein synthesis measured in the total protein extract (Figure 6C).

To test mutant FUS effects on local translation in motor axons in mice, puromycin pulse labeling of sciatic nerve axons was achieved by its systemic administration into the mice, as previously reported (Goodman et al., 2011, Khoutorsky et al., 2015; Figure 7A). Increased phosphorylation of eIF2α (green signal by immunofluorescence) was observed in sciatic nerve axons (neurofilament positive; red) in both hg*FUS*^R521C^ and hg*FUS*^R521H^ mice at early symptom onset, but not in age-matched Non-Tg or hg*FUS*^WT^ animals (Figures 7B and 7E). Consistent with our findings in the hippocampal neurons (Figures 6E–6O and S6C–S6D), intra-axonal protein synthesis (revealed by decreased puromycin signal) was almost eliminated (Figures 7C–7D and 7F), along with increased accumulation of ALS-linked mutants of FUS (Figures 7D and 7G) within sciatic nerve axons of the two mutant FUS lines, but not their Non-Tg and hg*FUS*^WT^ littermates. Taken together, our *in vitro* and *in vivo* evidence demonstrates that ALS-linked mutations of FUS impair local protein synthesis within axons.

**Figure 7:**
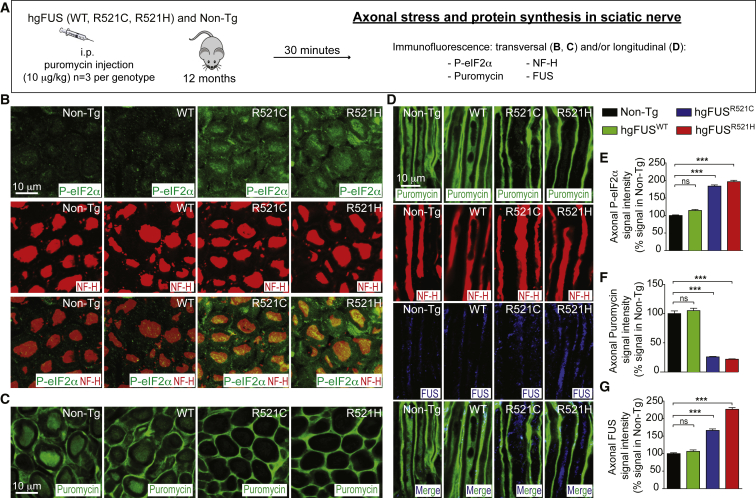
ALS-Linked Mutations in FUS Cause Stress-Mediated Reduction in Local Axonal Protein Synthesis within Sciatic Nerve Axons of Mutant FUS Mice (A) Experimental design to assess stress and local axonal translation in the sciatic nerve of 12-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. (B) Transversal sections of mouse sciatic nerves immunostained using P-eIF2α (green) and NF-H (red) antibodies and (C) puromycin (green) antibody. (D) Longitudinal sections of mouse sciatic nerves immunostained using puromycin (green), NF-H (red), and FUS (blue) antibodies. Scale bars, 10 μm. (E–G) Quantification of the relative fluorescence intensity of the (E) P-eIF2α, (F) puromycin, and (G) FUS immunostainings within sciatic nerve axons of 12-month-old Non-Tg, hg*FUS*^WT^, hg*FUS*^R521C^, and hg*FUS*^R521H^ mice. The bar graph represents mean ± SEM (n = 3 animals per group). ^∗∗∗^p < 0.001, two-sided unpaired Student’s t test.

## Discussion

A key question regarding pathogenic mechanisms in FUS-mediated disease has been whether ALS-linked mutations in *FUS* cause neurodegeneration through a loss and/or gain of toxicity. By producing and analyzing humanized FUS mice in which wild-type or ALS-causing mutations in human *FUS* replace endogenous murine *Fus*, we demonstrate that both human wild-type and ALS/FTD-linked FUS mutants complement the essential functions of murine FUS. When expressed at a level and subcellular distribution that mimic endogenous FUS, mutant human FUS provokes progressive motor and cognitive deficits in mice that are accompanied by RNA alterations driven by a gain of toxicity rather than a loss of function of FUS, but without detectable cytoplasmic aggregation.

While high levels of wild-type FUS cause early lethality in mice (Mitchell et al., 2013, Sephton et al., 2014), our mice expressing wild-type FUS at levels close to the normal level of murine FUS also developed motor deficits during aging. When taken with a report that ALS patients with mutations in the 3′ UTR region of FUS accumulate those variants at increased levels in patient fibroblasts (Sabatelli et al., 2013), it is therefore likely that even a modest increase in FUS (human mutant or wild-type) is sufficient to trigger age-dependent motor deficits.

To an earlier report that FUS depletion from iPSC-derived motor neurons produces a different RNA signature than a disease-linked FUS mutation (Kapeli et al., 2016), our analyses have identified that the overwhelming majority of gene expression alterations associated with age-dependent motor and cognitive deficits in humanized mutant FUS mice do not overlap with those altered upon depletion of FUS (Kapeli et al., 2016, Lagier-Tourenne et al., 2012). Depletion of FUS in the adult mouse CNS leads to more than 300 splicing changes (Kapeli et al., 2016, Lagier-Tourenne et al., 2012) and disrupts non-canonical, U12-dependent splicing of RNAs (Reber et al., 2016) in a neuronal cell line. While cytoplasmic aggregates of an ALS-linked FUS mutant were reported to inhibit U12-mediated splicing of a subset of introns by trapping of snRNAs in aggregates (Reber et al., 2016), and ALS-linked mutant-dependent splicing changes have previously been reported in patient fibroblasts (Sun et al., 2015) as well as in motor neuron precursor cells derived from iPSCs (Ichiyanagi et al., 2016), no significant splicing changes in the nervous system of humanized mutant FUS mice were identified despite initiation of adult-onset disease. The major splicing alterations identified upon *in vivo* FUS depletion (Lagier-Tourenne et al., 2012) were not recapitulated in diseased, mutant humanized FUS mice. Thus, FUS-mediated neurodegeneration in mice cannot be caused primarily by reduced FUS activity, a conclusion fully consistent with the finding that deletion of FUS from mature motor neurons does not provoke disease (Sharma et al., 2016).

Several mechanisms underlying FUS-mediated toxicity have now been proposed, including aggregation and redistribution of mutant FUS into the cytoplasm (Dormann et al., 2012, Mackenzie et al., 2011, March et al., 2016). Morphology and distribution of FUS inclusions vary among the CNS of different neurodegenerative conditions, with FUS inclusions reportedly being nuclear in Huntington’s disease (Doi et al., 2008) but primarily cytoplasmic in ALS and FTLD (King et al., 2015, Mackenzie et al., 2011), with some nuclear retention in even the most affected neurons with FUS inclusions (Munoz et al., 2009, Neumann et al., 2009, Rademakers et al., 2010). To these preceding efforts, we report that age-dependent motor and cognitive deficits develop in humanized mutant FUS mice without detectable human FUS cytoplasmic aggregation. Thus, while we cannot rule out FUS aggregates in the cytoplasm in forms undetectable by our analyses, large aggregates similar to those seen at end-stage disease in patients are not required for disease initiation, consistent with several other neurodegenerative diseases in which large inclusions correlate poorly with either onset or severity of neurodegeneration (Arnold et al., 2013, Arrasate et al., 2004, Kirkitadze et al., 2002, Parone et al., 2013).

Increasing evidence suggests that RNA-binding proteins including TDP-43, FMRP, SMN, and ataxin-2 are involved in the regulation of local protein translation and that local translation is critical for synaptic function (Donlin-Asp et al., 2017). FUS is present not only in soma but also along neuronal dendrites in RNA granules (Belly et al., 2005, Yasuda et al., 2013), spines (Fujii et al., 2005) in close proximity to presynaptic vesicles (Schoen et al., 2016), and at the neuromuscular junctions (So et al., 2018). To this, we now demonstrate that FUS protein is present along axons, including at sites of intra-axonal protein synthesis, and that the accumulation of ALS-linked mutants of FUS is significantly increased along axons and dendrites of hippocampal and sciatic nerve neurons.

FUS has been proposed to play a role at the synapse in spine formation (Fujii et al., 2005) and maturation (Udagawa et al., 2015) of hippocampal neurons, possibly by regulating local mRNA translation of synaptic components such as GluA1 (Udagawa et al., 2015) or RNAs enriched in cell protrusions (Yasuda et al., 2017, Yasuda et al., 2013). A role as a RNA chaperone suppressing RNA folding and repeat-associated translation of UGGAA expanded repeats has also been described in a fly model for ataxia (Ishiguro et al., 2017). While expression of high levels of FUS mutants was reported to provoke a reduction in protein synthesis in neuronal cultures (Murakami et al., 2015) and alter dendritic branching and spines in mice (Sephton et al., 2014), it is not established whether—and, if so, how—mutations in FUS may alter such critical functions. In flies, synaptic transmission at the neuromuscular junctions of *Drosophila* larvae expressing FUS mutants was significantly decreased (Shahidullah et al., 2013). Our efforts provide *in vivo* evidence in the mammalian nervous system that expression of FUS mutants at levels approximating the normal level of endogenous FUS is sufficient to cause stress-mediated reduction in intra-axonal protein synthesis prior to synaptic dysfunction and loss and is therefore likely to contribute to synaptic dysfunction associated with age-dependent motor and cognitive deficits.

Indeed, we have demonstrated FUS mutant-dependent suppression of expression of a wide range of components of the protein translation machinery, including mRNAs from the large and small ribosomal subunits. Correspondingly, FUS may play a role in the translation of a wide range of genes. This contrasts with other RNA-binding proteins whose actions have recently been proposed to exert translational control on a specific subset of genes (examples include ataxin 2 on *RGS8* [Dansithong et al., 2015], FMRP on diacylglycerol kinase kappa [Tabet et al., 2016], or FMRP together with TDP-43 on *Rac1*, *Map1b*, and *GluR1* [Majumder et al., 2016]). Future efforts are now needed to identify the spectrum of axonal RNAs affected by FUS mutations. Added to this, mutations in FUS impair axonal transport, including transport of mitochondria and endoplasmic reticulum vesicles in patient-derived (Guo et al., 2017) and *Drosophila* (Baldwin et al., 2016) motor neurons. It is therefore possible that alterations in axonal transport of RNAs contribute to the reduction in local intra-axonal protein synthesis.

Finally, we find an early activation of the integrated stress response (ISR) pathway with increased phosphorylation of eIF2α (Pakos-Zebrucka et al., 2016, Zhao and Ackerman, 2006). Thus, we propose that ALS-linked mutations in FUS lead to increased accumulation of mutant FUS along axons, including at local intra-axonal translation sites; this in turn provokes local ISR that inhibits local protein synthesis, ultimately impairing neuronal synaptic function. Chemical ISR inhibitors have been reported to increase long-term memory (Sidrauski et al., 2013), reverse cognitive deficits associated with traumatic brain injury (Chou et al., 2017) in rodents and reduce TDP-43 mediated toxicity in flies and neuronal cultures (Kim et al., 2014a). It will now be of high interest to test whether modulating ISR pathways using similar compounds reduces the age-dependent motor and cognitive deficits associated with mutant FUS.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-phosphorylated eIF2α (Ser51)	Cell Signaling Technology	Cat#9721; RRID: AB_330951
Rabbit anti- eIF2α	Cell Signaling Technology	Cat# 9722; RRID: AB_2230924
Mouse anti-FUS (4H11)	Santa Cruz Biotechnology	Cat# sc-47711; RRID: AB_2105208
Rabbit anti-FUS	Bethyl	Cat# A300-302A; RRID: AB_309445
Goat anti-FUS	Bethyl	Cat# A303-839A; RRID: AB_2620190
Rabbit anti-FUS	Proteintech Group	Cat#11570-1-AP; RRID: AB_2247082
Mouse anti-GAPDH (6C5)	Abcam	Cat# ab8245; RRID: AB_2107448
Mouse anti-Glial Fibrillary Acidic Protein (GFAP)	Millipore	Cat# MAB360; RRID: AB_11212597
Rabbit anti-HSF1	Cell Signaling Technology	Cat#4356S; RRID: AB_10695463
Rabbit anti-Hsp90 (C45G5)	Cell Signaling Technology	Cat#4877S; RRID: AB_2233307
Rabbit anti-Iba1	Wako	Cat#019-19741; RRID: AB_839504
Chicken anti-Map2	Novus	Cat# NB300-213; RRID: AB_2138178
Mouse anti-Neurofilament Clone RT97	Millipore	Cat# MAB5262; RRID: AB_95186
Rabbit anti-neurofilament H	Millipore	Cat# ab1989; RRID: AB_91202
Mouse anti-Neurofilament H non-phosphorylated SMI-32	Covance	Cat# SMI-32R-100; RRID: AB_509997
Mouse anti-Nucleophosmin	Zymed-Thermo Fisher Scientific	Cat#32-5200; RRID: AB_2533084
Chicken Neurofilament H	Millipore	Cat# AB5539; RRID: AB_11212161
Chicken anti-NeuN	Millipore	Cat# ABN91; RRID: AB_11205760
Anti-puromycin, clone 12D10	Millipore	Cat# MABE343; RRID: AB_2566826
Anti-puromycin, Alexa Fluor ® 488 Conjugated Antibody	Millipore	Cat# MABE343-AF488; RRID: AB_2736875
Rabbit anti-synapsin-1	Synaptic Systems	Cat#106103
Mouse anti-γH2A.X	Millipore	Cat# 05-636; RRID: AB_309864
Rabbit anti-53BP1	Novus	Cat# NB100-304; RRID: AB_10003037
Rabbit anti-calnexin	Enzo Life Sciences	Cat# SPA-860
Mouse anti-tubulin (clone DM1A)	This paper	N/A
Rabbit anti-human FUS #14080	This paper	N/A
Rabbit anti-mouse FUS #14082	This paper	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Sylgard 182 Elastomer	Fisher Scientific	Cat#NC9897184
Puromycin	Thermo Fisher Scientific	Cat# A1113803

**Critical Commercial Assays**		

LIVE/DEAD Cell viability assay	Thermo Fisher Scientific	Cat#L3224

**Deposited Data**		

RNaseq data	This paper	GEO: GSE120247

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6 hg*FUS*^WT^	This paper	N/A
Mouse: C57BL/6 hg*FUS*^R521C^	This paper	N/A
Mouse: C57BL/6 hg*FUS*^R521H^	This paper	N/A
Mouse: C57BL/6 m*Fus*^−/−^	Hicks et al., 2000	N/A

**Oligonucleotides**		

See Table S2 for primer sequences used in this paper	IDT	N/A

**Software and Algorithms**		

Fiji	NIH	https://fiji.sc/download; Fiji, RRID: SCR_002285
GraphPad Prism	GraphPad software	https://www.graphpad.com; GraphPad Prism, RRID: SCR_002798
AxIS (Biosystems Neural Metrics/Offline data analysis tool)	Axion Biosystems	https://www.axionbiosystems.com/products/axis-software; AxIS, RRID:SCR_016308
Bioquant Software	BIOQUANT Life Science,	https://lifescience.bioquant.com/; Bioquant Software RRID:SCR_016423

**Other**		

Compartmentalized microfluidic chambers	This paper	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Don W. Cleveland ().

### Experimental Model and Subject Details

#### Mice

##### Generation of hgFUS BAC transgenic mice

The human BAC construct expressing the full length *FUS* gene (18.2Kb) was obtained using DNA recombineering from the RP11-157F22 BAC clone. The sequences of the 5′ and 3′ homology arms used to retrieve the human *FUS* gene were: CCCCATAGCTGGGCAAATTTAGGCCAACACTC and CTAAGCGTGGTGGCGGGCGCCTGTAG. The ALS-linked mutations (R521C and R521H) were introduced using site-specific mutagenesis. Each construct was flanked by LoxP sites to further allow Cre-mediated excision of the human *FUS* gene in cell of interest. No other gene is on the BAC. The modified constructs (FUS wild-type or harboring either the R521H or R521C mutation) was injected into the pronuclei of fertilized C57BL/6 eggs and implanted into pseudo-pregnant female mice. All the mice used in this report were maintained on a pure C57BL/6 background. All experimental procedures were approved by the Institutional Animal Care and Use Committee of the University of California, San Diego.

#### Primary cultures

##### Primary hippocampal neuron cultures

Primary hippocampal neurons were prepared from embryonic day 16-17 (E16-E17). Hippocampal tissues were treated with 0.25% of Trysin+EDTA for 15 min at 37°C. Trypsin activity was inhibited using DMEM:F12 media supplemented with 10% of FBS and 1% of Penicillin/Streptomycin and tissues were then mechanically disaggregated using 1000 μL tips. A 4% BSA (in PBS1x) solution was further added to the cell suspension and centrifuged for 10 min at 1000rpm. The cell pellet was resuspended in Neurobasal media supplemented with 2% of B27, 200mM of L-glutamine and 100U/mL of penicillin-streptomycin. Cells were seeded in culture plates previously coated with poly-D-lysine at the concentration of 600,000 cells/mL.

### Method Details

#### Immunofluorescence

Mice were perfused intracardially and fixed with 4% paraformaldehyde in 0.1 M Sorenson’s phosphate buffer, pH 7.2, the entire spinal cord was dissected, post-fixed for 2 hours in the same fixative and transferred in a 30% sucrose phosphate buffer for at least 2 days. The lumbar spinal cord or brain was embedded in OCT compound (Sakura) and snap frozen in isopentane (2-methylbutane) cooled at −40°C on dry ice. Floating lumbar spinal cord or brain cryosections (30μm or 35μm, respectively) were incubated in a blocking solution containing PBS1x, 0.5% Tween-20, 1.5% BSA for 1.5 hours at room temperature and then in PBS1x, 0.3% Triton X-100 overnight at room temperature with the primary antibodies (listed in antibodies section). Primary antibodies were washed with PBS1x and then detected using donkey anti-rabbit or anti-mouse FITC or Cy3 (1:500) coupled secondary antibodies (Jackson ImmunoResearch). The sections were washed with PBS1x and mounted. Analysis was performed on a Nikon Eclipse laser scanning confocal microscope. Fluorescence intensity from unsaturated images captured with identical confocal settings (minimum of four spinal sections were imaged per animal) was quantified using NIS elements software (Nikon).

#### Morphometric Analysis of Axons

Mice were perfused intracardially and fixed with 4% paraformaldehyde in 0.1 M Sorenson’s phosphate buffer, pH 7.2, and the L5 lumbar roots were dissected and conserved in the same fixative at 4°C. L5 roots were embedded in Epon-Araldite as described in the electron microscopy section, thick sections (0.75μm) were prepared and stained for light microscopy with toluidine blue. Cross sections of L5 motor axons were analyzed at each age group. Axonal diameters were measured using the Bioquant Software and the number of large caliber axons with diameters over 4.5μm (α motor axons) was determined.

#### Motor neuron counting

ChAT positive ventral horn motor neurons were counted from 25-35 lumbar spinal cord cryosections (per animal) spaced 360μm apart and expressed as the average of total motor neurons counted divided by the number of sections.

#### Neuromuscular junction innervation

Gastrocnemius muscle was dissected from perfused mice and prepared as described in the immunofluorescence section. Floating 40 μm thick longitudinal sections of gastrocnemius were incubated in a blocking solution containing PBS1x, 0.5% Tween-20, 1.5% BSA for 4 hours at room temperature and then in PBS1x, 0.3% Triton X-100 overnight at room temperature with the polyclonal rabbit anti-synaptophysin antibody at 1:50 (Invitrogen). The sections were washed with PBS1x and then incubated first with donkey anti-rabbit Cy3 (Jackson ImmunoResearch) and α-bungarotoxin-Alexa488 (Invitrogen) at 1:500 for 1 hour at room temperature and then with Fluoromyelin red (Invitrogen) at 1:300 for 30 min. The sections were further washed with PBS1x and mounted. Analysis was performed on a Nikon Eclipse laser scanning confocal microscope. A total of approximately 1,000 neuromuscular junctions were counted from at least 10 sections of gastrocnemius. Individual NMJs were considered as innervated when synaptophysin staining covered at least 50% of the area of α-bungarotoxin staining.

#### *In vivo* protein synthesis labeling

Intraperitoneal injection of puromycin (10μg/kg) was performed in 12-month-old mice. Exactly 30 min post-injection (Goodman et al., 2011, Khoutorsky et al., 2015), mice were deeply anesthetized and perfused and fixed with 4% paraformaldehyde in 0.1 M Sorenson’s phosphate buffer, pH 7.2. Sciatic nerves were dissected and post-fixed for 3 hours at 4°C, transferred in a 30% sucrose phosphate buffer and crypreserved. 30 μm thick longitudinal and transversal sections of sciatic nerves were processed for immunofluorescence, as described above.

#### Immunoblotting

Spinal cords from Non-Tg or hg*FUS* mice were homogenized in cold PBS1x supplemented with protease inhibitors. The lysates were centrifuged for 10 min at 1,000 x g and the resulting supernatants (clarified tissue extract) were analyzed by immunoblotting. Equal protein amounts were separated on SDS-PAGE, transferred to nitrocellulose membranes and probed with the indicated antibodies followed by horseradish peroxidase-conjugated secondary antibodies (Jackson ImmunoResearch). Pico or Femto ECL (Pierce) was used to detect immunoreactive bands.

#### Antibodies

Rabbit anti-phosphorylated eIF2α (Ser51) (1:100; Cell Signaling; #9721S); Rabbit anti-eiF2a (1:1000; Cell Signaling; #9722S); Mouse anti-FUS (4H11) (1:1000; Santa Cruz, sc-47711); Rabbit anti-FUS (1:500; Bethyl, A300-302A); Goat anti-FUS (1:500; Bethyl, A303-839A); Rabbit anti-FUS (1:500; Proteintech 11570-1-AP); Mouse anti-GAPDH (6C5) (1:10,000; Abcam, ab8245); Mouse anti-GFAP (clone G-A-5) (1:500; Millipore, MAB360); Rabbit anti-HSF1 (1:100; Cell Signaling, 4356S); Rabbit anti-Hsp90 (C45G5) (1:1000; Cell Signaling, 4877S); Rabbit anti-Iba1 (1:500; Wako, 019-19741); Chicken anti-Map2 (1:500; Novus Biological; NB300-213); Mouse anti-Neurofilament Clone RT97 (1:500; Millipore, MAB5262); Rabbit anti-neurofilament H (1:500; Millipore, ab1989); Mouse anti-Neurofilament H non-phosphorylated SMI-32 (1:500; Covance, SMI32R); Mouse anti-Nucleophosmin (1:1000; Zymed, 32-5200); Chicken Neurofilament H (1:1000, Millipore, AB5539); Chicken anti-NeuN (1:1,000, Millipore, ABN91); Mouse anti-puromycin (1:100; Millipore, MABE343); Conjugated Alexa 488 anti-puromycin (1:100; Millipore, MABE343-AF488); Rabbit anti-synapsin-1 (1:500 IF; 1:1000 WB; SYSY synaptic systems, 106103); Mouse anti-γH2A.X (1:5000; Millipore 05-636); Rabbit anti-53BP1 (1:5000; Novus Biological NB100-304); Rabbit anti-calnexin (1:1,000; Enzo, SPA-860); Mouse anti-tubulin (DM1A clone) (1:10,000, home-made); Rabbit anti-human FUS #14080 (1:25000; home-made) and anti-mouse FUS #14082 (1:4000, home-made).

#### Nuclear-Cytosolic Fractionation

Spinal cords were dissected, weighed, and fresh tissue was gently lysed in 10x (vol/wt) hypotonic buffer A (10 mM HEPES-KOH pH 7.4, 10 mM KCl, 1.5 mM MgCl, 0.5 mM EDTA, 0.5 mM EGTA), 1x protease inhibitors (Roche) using a pre-chilled glass dounce homogenizer (tight fit). After 15 min on ice, 2.5 M sucrose [0.5x (vol/wt)] was added and samples were centrifuged at 800 x g for 5 min. The supernatant was collected as the cytosolic fraction, and the nuclear pellet was washed with buffer A. Following centrifugation, the nuclear pellet was resuspended in 5x (vol/wt) buffer B [10 mM HEPES-KOH pH 7.4, 0.42 M NaCl, 2.5% (vol/vol) glycerol, 1.5 mM MgCl, 0.5 mM EDTA, 0.5 mM EGTA, 1 mM DTT, 1x protease inhibitors], and incubated at 4°C while rotating at 60 rpm for 1 hour. Both the nuclear and cytosolic fractions were then centrifuged at 16,100 x g for 10 min at 4° C.

#### Sequential Biochemical Fractionation

Spinal cords from mice were dissected, weighed, and homogenized in 4 mL/g of high-salt buffer (HS buffer: 50 mM Tris pH 7.5, 750 mM NaCl, 5 mM EDTA, and protease inhibitor mixture), and then centrifuged at 45,000 x g for 30 min at 4° C. The pellets were extracted with HS containing 1% (wt/vol) Triton X-100 (TX fractions). Pellets were homogenized in 500 μL of HS buffer containing 1% (wt/vol) Triton X-100 and 1 M sucrose, and upon centrifugation, floating myelin was removed. Pellets were then extracted with 2 mL/g of urea buffer (7 M urea, 2 M thiourea, 4% (wt/vol) CHAPS, 30 mM Tris pH 8.5), followed by 2 mL/g of SDS loading buffer. Equivalent volumes of samples were separated on 10% Bis-Tris gels for immunoblotting with the indicated antibodies.

#### Total-body mouse γ-irradiation

To obtain a positive control for DNA damage accumulation in mouse spinal cords, Non-Tg mice (n = 3) were irradiated for 10 min at 10Gy of γ-rays. Animals were perfused within 2 hours after irradiation and processed for immunofluorescence staining using anti-γH2A.X and −53BP1 antibodies as previously described (Ahmed et al., 2017, Koch et al., 2016).

#### Cell viability assay

The viability of the neurons was tested using LIVE/DEAD Reduced Biohazard Viability/Cytotoxicity Kit (Molecular Probes). Neurons grown in 96 well plates were incubated with the kit solution mix for 15 min in complete darkness at room temperature. The cells were then rinsed with HBSS and fixed with freshly prepared 4% of glutaraldehyde for 15 min at room temperature before imaging by confocal microscopy.

#### Multi-electrode array (MEA)

Each well of a 12-well MEA plate from Axion Biosystems was coated with poly-D-lysine prior to cell seeding. Hippocampal neurons from Non-Tg and hg*FUS*^R521H^ mice embryos were plated at the same density (40,000 neurons per well), with duplicate wells for each embryo. Cells were fed every 3-4 days and measurements were taken before the medium was changed. Recordings were performed using a Maestro MEA system and AxIS software (Axion Biosystems), using a band-pass filter with 0.1 Hz and 5 kHz frequency cutoffs. Spike detection was performed using the neural Spikes analog setting (1200XGain, 200-5000Hz) and an adaptive threshold set to 5.5 times the standard deviation of the estimated noise on each electrode. Each plate first rested for 5 min in the Maestro, and then 5 min of data were recorded to calculate the spike rate per well. MEA analysis was performed using the Axion Biosystems Neural Metrics Tool, wherein electrodes that detected at least 5 spikes/minute were classified as active electrodes. Bursts were identified in the data recorded from each individual electrode using an adaptive threshold algorithm. Network bursts were identified for each well requiring a minimum of ten spikes with a maximum inter-spike of 100 ms. Only channels that exhibited bursting activity (more than 10 spikes in 5-min interval) were included in the analysis.

#### Compartmentalized microfluidic devices

The microfluidic devices were prepared as previously described (Niederst et al., 2015). Master molds were fabricated by photolithography, by the Bioengineer Department of the University of California, San Diego, Nano3 Cleanroom Facility. Devices were molded by soft lithography using Sylgard 182 (Ellsworth Adhesives, Germantown, WI) as previously described (Taylor et al., 2005). After cured, the cut devices where bath-sonicated in water, washed in 70% ethanol and dried under the hood before mounted onto glass coverslips. The devices were coated with 1X poly-D-lysine 2 hours at 37°C and washed sequentially in water and PBS1x before plating the cells.

#### Puromycin incorporation assay

Primary hippocampal neurons after 5 or 15 days of culture were incubated for 10 min with puromycin at 1μg/mL. After the incubation cells were washed with PBS1x and fixed with 4% of paraformaldehyde, permeabilized and stained with the anti-puromycin antibody (1:100) for 1 hour at room temperature. Fluorescence was visualized using an Olympus confocal microscope and images were acquired using a 60X objective.

#### [^35^S]-Methionine Labeling/Radioactivity assay

Primary hippocampal neurons were cultivated for 15 days. Medium in each well was exchanged to Met-/Cys- medium for 25 min before being supplemented with 1mCi/mL [35S]-Met media (for a final dosage of 0.1mCi/mL). [S35]-Met media containing 25μg/mL cycloheximide was used as negative control for radioactivity incorporation. After 2 hours of incubation with [35S]-Met at 0.1mCi/mL, incorporation was stopped with cycloheximide (25μg/mL) and cells collected immediately in ice-cold PBS1X. Cells were lysed with RIPA buffer (50mM Tris pH8.0, 50mM NaCl, 5mM EDTA, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) containing proteinase inhibitors and total cellular protein was co-precipitated with 100μg of BSA carrier protein using trichloroacetic acid. Samples were acetone washed, resuspended in 2% SDS-PBS1X, and transferred into scintillation fluid. Counts per minute (Cpms) averaged over 5-min windows were measured with a Beckman LS6000 SC scintillation counter (normalized to scintillation fluid only). Cpms were then normalized to total well protein concentration determined by densitometry from a silver-stained gel.

#### RNA extraction and qPCR

To isolate total RNA from cells or tissues, TRIzol (Invitrogen) and treatment with RQ1 DNase I (Promega) was used. Reverse transcription was performed using the SuperScript First Strand Kit (Invitrogen) according to manufacturer’s instructions. qPCR was performed on 40ng of cDNA using the iQSYBR Green Supermix (Bio-Rad) with the iCycler iQ detection system according to manufacturer’s instructions. Analysis was performed using the iQ5 optical system software (Bio-Rad; version 2.1). Expression values were expressed as a percentage of the average expression of control samples. All reactions were carried out in duplicate in three independent mice (per genotype) and *actin B* or *cyclophilin* and/or *rsp9* genes were also measured as standard genes across all experimental conditions. To enable determining human *FUS* RNA levels compared to mouse *Fus*, primer sequences common to both human and mouse were used to measure total *FUS* RNAs. In parallel, primer sequences specific to mouse *Fus* were designed to measure uniquely mouse *Fus* RNAs. Human *FUS* (compared to endogenous) is then obtained by subtracting mouse *Fus* from total *FUS* levels. Real-time quantitative RT-PCR (RT/qPCR) was performed to determine mRNA levels in spinal cord or hippocampal neurons from transgenic mice (see primer sequence in Table S2).

#### RNA-seq

Total RNA from spinal cords of 18-month-old m*Fus*^−/−^/hg*FUS* (WT, R521C or R521H) and their Non-Tg control littermates were extracted with TRIzol (Invitrogen). RNA quality was measured using the Agilent Bioanalyzer system according to the manufacturer’s recommendations and processed using the Illumina TruSeq Stranded mRNA Sample Preparation Kit according to manufacturer’s protocol. A total of 14 cDNA libraries were simultaneously generated and sequenced using an Illumina HiSeq 2000 sequence, as previously described (Scekic-Zahirovic et al., 2016), before fastq files were obtained from Illumina demultiplexing *“*bcl2fastq*”*. Then fastq files were aligned to a mouse reference genome (mm9, UCSC Genome Browser) using TopHat (Trapnell et al., 2009) and the transcript abundance for each annotated protein-coding gene as fragments per kilobase of transcript per million mapped reads (FPKM) were estimated by Cufflinks (Trapnell et al., 2010). Sequencing yielded, on average, 15 million non-redundant reads per sample. 13,468 genes, which expressed FPKM > = 1 were kept for downstream analyses. The spearman correlation among samples as well as Principle Component Analysis (PCA) was applied to those *12,922* genes (expressing consistently within the same category). The proportion of variance for dimension 1 (PC1) and dimension 2 (PC2) shown in Figure 5B was of 0.9 and 0.1, respectively. Cuffdiff (Trapnell et al., 2013), a part of the Cufflinks package, was used to detect the differentially expressed genes (DEGs). Unsupervised hierarchical clustering with complete method was applied on the heatmap showing DEGs between wild-type and mutant samples. Gene ontology of those DEGs was estimated by David and Ingenuity Pathway Analysis (IPA). All sequencing raw data were submitted to Gene Expression Omnibus (GEO) with accession number GSE120247.

#### RASL-seq

RASL-seq analysis of splicing switches was carried out as detailed (Scekic-Zahirovic et al., 2016, Sun et al., 2015, Zhou et al., 2012). A pool of oligonucleotides was designed to detect 5,859 alternative splicing events. One hundred fmol of RASL-seq oligos were annealed to 1 μg of total RNA isolated from mouse spinal cords. After ligation, 5 μl eluted ligated oligos was used for 16∼20 cycles of PCR amplification, and the bar-coded PCR products were sequenced on HiSeq2000 with 24-30 samples in one lane. Sequencing data were decoded allowing no mismatch with each barcode, and target sequences were mapped with RASL-seq oligo pool sequences. Ratios of the counts of shorter to longer isoforms were calculated.

#### Splicing gels

Semiquantitative qRT-PCR (25-30 cycles) was used to assess splicing changes most affected upon FUS depletion identified by (Lagier-Tourenne et al., 2012). Isoform products were separated on 10% polyacrylamide gels and stained with SYBR gold (Invitrogen) and quantified with ImageJ software to record the intensity of the bands corresponding to different splicing isoforms.

#### Mouse behavioral tests

##### Grip strength

Grip strength was measured using a Grip Strength Meter (Columbus Instruments, Columbus, OH) on cohorts (n ≥ 15) made up of approximately the same number of males and females. Mice were allowed to grip a triangular bar only with hind limbs, followed by pulling the mice until they released; five force measurements were recorded in each separate trial.

##### Y maze test

Spontaneous alternation behavior, a measure of spatial working memory, exploratory behavior, and responsiveness to novelty (Lalonde, 2002), was tested using a Y maze with 34 × 8 × 14-cm arms. Each mouse was tested in a single 5-min trial in which arm choices and total numbers of arm entries were recorded. Spontaneous alternation, expressed as a percent, refers to the ratio of sets of three unique arm choices (i.e., visiting arm 3 then 1 then 2 in sequence) to the total number of arm entries. Because mice have the opportunity to do repeated entries into a single arm, there is a chance performance level of 22% (2/9) for spontaneous alternations (Holcomb et al., 1999, Pennanen et al., 2006). In our hands, healthy young C57BL6/J mice typically make 50%–70% spontaneous alternations in this test. A cohort of n = 15 animals (per genotype) was assessed.

##### Social interaction test

This test was originally developed to model in mice aspects of autism spectrum disorders in humans (Moy et al., 2004, Moy et al., 2007) and has been used widely by behavioral neuroscientists (Silverman et al., 2010). Individuals on the autism spectrum show aberrant reciprocal social interaction, including low levels of social approach and unusual modes of interaction. The social interaction apparatus is a rectangular, three chambered Plexiglas box, with each chamber measuring 20 cm x 40.5 cm x 22 cm (L x W x H). Dividing walls are clear with small semicircular openings (3.5 cm radius) allowing access into each chamber. The middle chamber is empty, and the two outer chambers contain small, round wire cages (Galaxy Cup, Spectrum Diversified Designs, Inc., Streetsboro, OH) during testing. The mice were habituated to the entire apparatus with the round wire cages removed for 5 min. To assess sociability, mice were returned to the middle chamber, this time with a stranger mouse (B6 of the same sex being tested, habituated to the wire cage) in one of the wire cages in an outer compartment and another identical wire cage in the opposite compartment. Time spent in the chamber with the stranger mouse and time spent in the chamber with the novel object was recorded for 5 min. For the social novelty preference test, mice were returned to the middle chamber, this time with the original mouse (familiar mouse) in its chamber and a new unfamiliar mouse (novel mouse) in the previously empty wire cage. Again, time spent in each chamber was recorded for 5 min. Young male B6 mice spend more time with the novel mouse in the sociability test (Moy et al., 2004), however we have found less preference for the novel mouse as compared to the now familiar mouse in the social novelty preference test (Jackson et al., 2015). A cohort of n = 15 animals (per genotype) was assessed.

##### Novel object recognition test

This test assays recognition memory while leaving the spatial location of the objects intact and is believed to involve the hippocampus, perirhinal cortex, and raphe nuclei (Lieben et al., 2006, Mumby et al., 2005, Winters et al., 2004). The basic principal is that animals explore novel environments and that with repeated exposure decreased exploration ensues (i.e., habituation). A subsequent object substitution (replacing a familiar object with a novel object) results in dishabituation of the previously habituated exploratory behavior (Ennaceur and Delacour, 1988). The resulting dishabituation is expressed as a preferential exploration of the novel object relative to familiar features in the environment. This dishabituation has generally been interpreted as an expression of the animal’s recognition memory: the novel object is explored preferentially because it differs from what the animal remembers (Heyser and Chemero, 2012) and requires attention by the animals. Mice were individually habituated to a 51cm x 51cm x 39cm open field for 5 min and then tested with two identical objects placed in the field (either two 250 mL amber bottles or two clear plastic cylinders 6x6x16cm half filled with glass marbles). Each mouse was allowed to explore the objects for 5 min. After three such trials (each separated by 1 min in a holding cage), the mouse was tested in the object novelty recognition test in which a novel object replaced one of the familiar objects (for example, an amber bottle if the cylinders were initially used). All objects and the arena were thoroughly cleaned with 70% ethanol between trials to remove odors. Behavior was video recorded and then scored for contacts (touching with nose or nose pointing at object and within 0.5 cm of object). Habituation to the objects across the familiarization trials (decreased contacts) is an initial measure of learning and then renewed interest (increased contacts) in the new object indicated successful object memory. Recognition indexes were calculated using the following formula: # contacts during test/(# contacts in last familiarization trial + # contacts during test). Values greater than 0.5 indicate increased interest, whereas values less than 0.5 indicate decreased interest in the object during the test relative to the final familiarization trial. A cohort of n = 15 animals (per genotype) was assessed.

##### Cued and contextual fear conditioning

In this procedure, mice learn to associate a novel environment (context) and previously neutral stimuli (conditioned stimuli, a tone and light) with an aversive foot shock stimulus (Maren, 2001). It allows for the assessment of both hippocampus-dependent and amygdala-dependent learning processes in the same mouse (Kenney and Gould, 2008, Rudy et al., 2004). Testing then occurs in the absence of the aversive stimulus. Conditioned animals, when exposed to the conditioned stimuli, tend to refrain from all but respiratory movements by freezing. Freezing responses can be triggered by exposure to either the context in which the shock was received (context test) or the conditioned stimulus (CS+ test). Conditioning took place in Freeze Monitor chambers (Med Associates, Inc.) housed in sound proofed boxes. The conditioning chambers (26 × 26 × 17 cm) were made of Plexiglas with speakers and lights mounted on two opposite walls and shockable grid floors.

On day 1, mice were placed in the conditioning chamber for five minutes in order to habituate them to the apparatus. On day 2, the mice were exposed to the context and conditioned stimulus (30 s, 3000 Hz, 80 dB sound + white light) in association with foot shock (0.60 mA, 2 s, scrambled current). Specifically, the mice received 3 shock exposures in their 6 min test, each in the last 2 s of a 30 s tone/light exposure. On day 3, contextual conditioning (as determined by freezing behavior) was measured in a 5-min test in the chamber where the mice were trained (context test). On the following day, the mice were tested for cued conditioning (CS+ test). The mice were placed in a novel context for 3 min, after which they were exposed to the conditioned stimuli (light + tone) for 3 min. For this test, the chamber was disguised with new walls (white opaque plastic creating a circular compartment in contrast to a clear plastic square compartment) and a new floor (white opaque plastic in contrast to metal grid). Freezing behavior (i.e., the absence of all voluntary movements except breathing) was measured in all of the sessions by real-time digital video recordings calibrated to distinguish between subtle movements, such as whisker twitches, tail flicks, and freezing behavior. Freezing behavior in the context and cued tests (relative to the same context prior to shock and an altered context prior to tone, respectively) is indicative of the formation of an association between the particular stimulus (either the environment or the tone) and the shock; i.e., that learning had occurred. A cohort of n = 15 animals (per genotype) was assessed.

### Quantification and Statistical Analysis

The number of independent repeats (n), the statistical test used for comparison and the statistical significance (p values) are specified for each figure panel in the representative figure legend. Data are presented as mean ± SEM. Data were analyzed and graphs were generated using GraphPad Analysis software.

### Data and Software Availability

RNA sequencing data is submitted to Gene Expression Omnibus (GEO) with accession number GSE120247.

## Supplemental Information

Document S1. Figures S1–S6 and Table S2

Table S1. List of Genes with Altered Expression in Spinal Cords of Mutant FUS Mice; Related to Figure 5C

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

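RNA from the spinal cord of 14 mice aged 18 months had been sequenced by the authors, with 1 library per mouse: 3 Non-Tg, 3 hgFUS WT, 5 hgFUS R521C and 3 hgFUS R521H mice, as the genotypes are recorded with the samples. Single libraries are named by genotype and sample label, which begins with MT for mutant and with WT for control mice. The FPKM values were made by the authors, who aligned the reads to mm9 with TopHat and estimated gene abundance with Cufflinks, and are used as deposited. The methods name protein-coding genes, and the table also lists small non-coding RNAs. Versions of these tools, the annotation release and the strand setting are not given, and no further scaling is stated. The table holds 23699 genes, with sums of 427011 to 454794 FPKM per library. The paper states that the raw data were submitted to a public archive. Only the table of FPKM was used here, so models for counts were not fitted. Depth was read from the steps between the values of 1546 low genes and gave 11452000 to 15711000 fragments per library. In the 1846 low genes with at least 2 values, 95.14% of the further values lay at whole multiples of the gene's step (tolerance 0.05). This limits the precision of low genes.

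Genes with a mean of at least 1 FPKM over the 14 libraries were kept (13758 genes), and log2(FPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend). The 8 mutant mice were compared with the 6 controls in a fit with 2 groups. Another 6 comparisons came from a fit with 1 coefficient per genotype. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. No paired analysis was possible because no numbers are shared between the groups. Single values of libraries were compared by exact permutation over the splits of the libraries into groups of the same sizes. Samples were clustered by complete linkage on Spearman correlations, and the PCA was centred per gene.

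Lists of genes were tested with limma's camera at a preset correlation of 0.01, with adjustment over 39 lists. They were fixed before the data were examined, but after Table S1 and Figs. 4 and 5 of the paper had been read. Besides the lists named with the paper's results, they cover cell types, blood, muscle, stress, activity and housekeeping functions. Genes were named by a rule set at the same time: the 10 largest increases and the 10 largest decreases among the genes called, Fus, every gene that the paper names, and in each list the 3 members with the lowest p in each direction, and in the other comparisons the 5 largest changes in each direction. Genes named outside it are said to be chosen after their values were seen.

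GC content and length of transcripts came from an annotation of the mouse genome NCBIM37, matched by symbol and locus for 21784 genes and by locus alone for 707. A GC trend was removed by subtracting from each library a loess fit (span 0.3) of its deviations from the gene means on GC content. This step, its form with length as well, and depth as a covariate were chosen after the data were seen. The alternatives set earlier were other pseudocounts (0.01 and 1), no filter or a mean of at least 5 FPKM, median ratio scaling, quantile normalization, a robust fit, array weights, Xist and erythroid levels as covariates, removal of a length trend, a fold of at least 1.2, an exact Wilcoxon test, fits on the compared libraries alone, other linkage, correlation and PCA scaling, estimated correlation and fry for lists, each R521C library counted as R521H in turn, and each library left out in turn.

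The gene calls, camera with the preset correlation and the removal of the GC trend were tested on simulated data with known changes. Of lists of 50 genes shifted by 0.1 on the log2 scale, 20 of 20 were found, and 0 of 20 lists that were not shifted. Genes were drawn independently there, so this does not show how camera behaves where genes are correlated. Simulated libraries with the GC trend added gave 1116 calls, 947 of them false, against 169 calls with 11 false once the trend had been removed. The trend added was a straight line in GC content, which the loess fit takes out by its form. This does not show how well removal works on the real trend. The simulation counted every call made by the trend as false. It cannot tell whether removal also takes away real changes that go with GC content. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Proteins, RT-qPCR, other tissues and other ages are outside the deposited table and were left out, as was the published list of changes after FUS depletion, which was not at hand.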

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

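The removal of the GC trend and the use of depth as a covariate were chosen after the data were seen, as were the requirements that the change of a list be tested over libraries as well as over genes and that its interval lie beyond 0.5 times the change before removal.

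In groups of 5 to 8 libraries, a library lay far from the others 23 times, in 7.74% of the groups tested, where chance gives about 1 in 20. The library hgFUS R521C MT_345 recurred. It had the highest GC slope of its line (0.0211 log2 units per 10 percentage points) and, on the log2 scale, the highest mean of ATPase pumps (6.692), ion channels (3.487) and presynaptic genes (6.292, also the highest of the 8 mutant libraries) and the highest Slc22a17 (7.905). It had the lowest mean of neurofilament genes (8.072), Hspa4 (5.999) and Eif3j (-3.29, also the lowest of the 8), and the lowest mean of other initiation and elongation factors of the 8 mutant libraries (5.41). Among R521C libraries, Cd14 was lowest in MT_329 (1.229) and Chat in MT_297 (3.764). Among mutant libraries, endothelial markers were lowest in R521C MT_297 (3.073), Kcnip4 in R521H MT_695 (5.008) and Rps15 in R521H MT_680 (8.562). Among control libraries, hgFUS WT WT_795 had the lowest share of FPKM in its 10 highest genes (8.94%), hgFUS WT WT_765 the lowest mTOR mean (4.159) and the highest Nlgn1 (3.465), hgFUS WT WT_775 the highest pericyte mean (2.607) and the lowest Hspa4l (5.929), and Non-Tg WT_22 the highest mean of disease-associated microglia genes (5.648) and the lowest of skeletal muscle genes (0.4583).

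Between the mutant lines, the mean of immediate early genes was lower in R521C by a difference of -0.252 (two-sided exact permutation test, p = 0.0357). It was the 1 list of 39 with an unadjusted p under 0.05, and its adjusted p was 0.801. Camera with a preset correlation called 16 of the 39 lists between the lines, this one among them (adjusted p = 0.000208), and with an estimated correlation 0.

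Among lists whose RNA the paper does not report on, 7 passed camera with a preset correlation in mutant against control mice, and none with an estimated correlation. The median log2 fold change was 0.05976 for spliceosome components (17 higher and 4 lower, adjusted p = 0.0149 from limma's camera), -0.03792 for the respiratory chain (2 and 9, 0.0174), -0.09662 for motor neuron markers (0 and 4, 0.0253), -0.1851 for microglia markers (0 and 5, 4.85e-05), -0.2435 for disease-associated microglia genes (0 and 3, 7.06e-05), -0.1978 for immediate early genes (0 and 2, 0.0223) and -0.2986 for glucocorticoid-responsive genes (0 and 1, 0.0287). Over libraries, the spliceosome mean alone of these 7 passed after adjustment over the lists (two-sided exact permutation test, adjusted p = 0.0259). With the GC trend removed it no longer did (two-sided exact permutation test, p = 0.43), its median was 0.02143 with 1 gene called higher (Snrnp70, chosen after its values were seen) and 0 lower, and camera with a preset correlation passed neither it (adjusted p = 0.0755) nor the motor neuron (0.337) and immediate early lists (0.123).

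GC-rich transcripts were lower and AT-rich transcripts higher in mutant mice. After removal of the GC trend of each library, 111 of 13568 genes were called, the median absolute log2 fold change of the genes called before fell from 0.1646 to 0.08512, and their median standard error was 0.04018 before and 0.03819 after, so the calls ended because the changes shrank. Differences in gene length and depth are argued against as the whole cause, since 1822 genes were called with the length trend removed and 1803 with depth as a covariate. Blood in the tissue (603 genes with the erythroid mean as a covariate) and the base composition of the genomic region (partial rank correlation -0.163 given the transcript) cannot be told apart from the arms, since the erythroid mean (5.671 in mutant and 6.121 in control mice, two-sided exact permutation test, p = 0.125) goes in part with the arm, and both base compositions correlate with the change. Whether the trend arose in the preparation of libraries or in the tissue stays open as well, because it goes with the genotype and no batch is recorded. Sex, which is not given, was not tested as a cause and stays open, since 667 genes were called with log2 Xist as a covariate.

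For chaperone and ribosomal protein mRNAs, the GC trend cannot be told apart from another cause. Intervals of the medians here were made by resampling the genes of a list. Genes are not independent replicates, so these intervals leave out the spread between mice. The chaperone median was 0.086 before (95% interval 0.0635 to 0.1) and 0.0432 after removal (0.0288 to 0.0536). The interval after removal spans 0.5 times the change before. Calls went from 24 higher to 2 higher and 1 lower. For the list mean over libraries the two-sided exact permutation test gave p = 0.00266 before (0.0259 after adjustment over the lists) and p = 0.027 after removal (0.14 adjusted), and the unadjusted p after removal was above 0.05 without Non-Tg WT_638 (p = 0.0552 by the same exact test), hgFUS WT WT_775 (p = 0.0513) or hgFUS WT WT_795 (p = 0.0606), and camera with an estimated correlation did not pass. The ribosomal median was -0.0719 before and -0.0489 after removal (-0.0781 to -0.0202). The mean over libraries passed the exact permutation test neither before (p = 0.106) nor after removal (p = 0.159). Without R521H MT_695 the same exact test gave p = 0.0443 before and p = 0.0699 after removal. By the conditions as first written, without libraries or intervals, the GC trend would have been argued against for both lists. An effect of the mutation stays among the open explanations.

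Microglial markers tended to be lower in mutant mice: 25 of 26 had a negative log2 fold change, 5 of 26 passed the test, and the median was -0.1851. Camera with an estimated correlation did not call the list (adjusted p = 0.657). The mean over libraries differed by -0.219 (two-sided exact permutation test, p = 0.033, but 0.107 after adjustment over the lists), and by -0.155 without Non-Tg WT_22 (p = 0.0839 by the same exact test), the control library with the highest mean. Other libraries whose removal left p at 0.05 or more were Non-Tg WT_55 (0.0521), Non-Tg WT_638 (0.0505), R521C MT_297 (0.0583), R521C MT_329 (0.0618), R521C MT_345 (0.0618) and R521H MT_680 (0.0629). As far as the pattern holds, the GC trend is argued against as its whole cause, since the median was -0.206 after removal. Its 95% interval over resampled genes, which are not independent replicates, was -0.255 to -0.143. Over libraries the two-sided exact permutation test gave p = 0.0263, but 0.14 after adjustment over the lists. The same exact test gave p = 0.0699 without Non-Tg WT_22 and 0.0507 without R521H MT_680. An effect of DNA linked to the inactivated Fus allele on nearby markers alone is argued against too. The median was -0.182 for the markers that are not on chromosome 7 (3 of 26 are). Whether such DNA acts on markers elsewhere was not tested. Replacement of mouse Fus cannot be told apart from an effect of the mutation. The median was -0.199 in hgFUS WT against Non-Tg mice, -0.269 in mutant against Non-Tg and -0.101 in mutant against hgFUS WT mice. In hgFUS WT against Non-Tg the list mean differed by -0.211, and by -0.104 without Non-Tg WT_22, but its 95% interval over libraries was -0.508 to 0.0854. That interval was made a condition after the values were seen, and without it replacement would have been taken to account for the change. Fewer microglia or a change in their state was not tested.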

How the results depend on the processing

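The removal of the GC trend, alone or with the length trend, and depth as a covariate were chosen after the data were seen.

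The clustering by arm (p of 0.000999 to 0.0433) kept its direction and side of the threshold under every alternative run for it. The correlation of the lines' fold changes ran from 0.3713 (without R521H MT_695) to 0.5175 (without Non-Tg WT_55). Without each library it lay within the values simulated with no effect (highest 0.4667 to 0.6002). Genes were drawn independently there, so the simulation does not decide whether the lines agree, and the correlation sets no threshold that a setting keeps. The mTOR list passed under none. The count for mutant against control mice stayed within 1.5 times 2071 under the other pseudocounts, filters, scalings, weights and tests, and without each library (1383 without Non-Tg WT_22 to 2454 without hgFUS R521C MT_345). Of the 155 genes called among the 264 named, 120 to 146 were still called without 1 library, 76 with the Xist covariate and 75 with the erythroid covariate. Removing the GC trend left 19 of 151. For each result below that changed, the cause was not tested, unless fewer libraries or a stricter fold are the change itself.

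With log2 Xist as a covariate, 667 genes were called in mutant against control mice, 1 against hgFUS WT, 0 against Non-Tg, 583 for R521C and 0 for R521H against control, and 393 genes in the overlap with the paper's Table S1. With the erythroid mean as a covariate these counts were 603, 1, 323, 290, 0 and 362. The GC trend removed gave 111, 2, 19, 154, 0 and 58, and GC and length trends removed gave 223, 0, 51, 278, 0 and 98. A fold of at least 1.2 gave 232, 5, 248, 315 and 31 genes in the same order of comparisons.

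In mutant against hgFUS WT mice, where 10 genes were called, a filter of at least 5 FPKM gave 110, quantile normalization 16, array weights 568, the length trend removed 18 and depth as a covariate 1. In mutant against Non-Tg mice array weights gave 1744. For R521C against control array weights gave 2572, and for R521H against control 738. For R521H, with 105 genes called, no filter gave 66, the filter of at least 5 FPKM 227, quantile normalization 29, depth as a covariate 57 and the compared libraries alone 2. The compared libraries alone gave 1 gene in hgFUS WT against Non-Tg, and no filter gave 1 gene in R521C against R521H. Counting R521C MT_250 as R521H gave 906 genes for R521C and 407 for R521H against control, MT_254 gave 832 and 559, MT_297 gave 949 and 761, MT_329 gave 998 and 490, and MT_345 gave 387 for R521H. The balance of directions turned as well. In mutant against control mice (55% higher) it was 46.7% with median ratio scaling, 47.5% with the length trend, 46.8% with the GC trend and 48.4% with both trends removed, and 34.9% at a fold of at least 1.2. Against Non-Tg (47.8%) it was 50.4% with no filter, 56.9% with quantile normalization, 52% with array weights and 51.8% without R521C MT_345, and against hgFUS WT (70%) 49.1% at 5 FPKM and 50% with median ratio scaling or without hgFUS WT WT_765. For R521C (52.2%) it was 46.3% with median ratio scaling, 45.6% with Xist, 46.9% with the erythroid mean, 47.9% with the length trend removed, 30.5% at a fold of at least 1.2, 46.3% with MT_254 counted as R521H, and 45.4% (R521C MT_254) to 49.7% (Non-Tg WT_22) without these, hgFUS WT WT_775, R521C MT_250 or R521C MT_329. For R521H (41%) it was 53% with array weights, 100% of 2 genes with the compared libraries alone, and 50.1% to 54.7% with R521C MT_254, MT_297, MT_329 or MT_345 counted as R521H.

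Leaving out 1 library gave 1 (without hgFUS WT WT_795) to 432 genes (without R521C MT_345) in mutant against hgFUS WT, with 6 without Non-Tg WT_22 or Non-Tg WT_638, 2 without hgFUS WT WT_765, 3 without hgFUS WT WT_775, R521C MT_250 or R521C MT_254 and 23 without R521H MT_695. In mutant against Non-Tg it gave 84 (Non-Tg WT_22), 190 (Non-Tg WT_55), 314 (Non-Tg WT_638), 457 (R521H MT_680) and 1659 (R521C MT_345). R521C against control ran from 800 (R521C MT_329) to 2255 (R521C MT_345), with 926 (Non-Tg WT_22), 1000 (Non-Tg WT_55), 857 (hgFUS WT WT_775), 834 (R521C MT_250), 837 (R521C MT_254) and 804 (R521C MT_297). R521H against control ran from 0 (Non-Tg WT_22 and hgFUS WT WT_795) to 360 (R521H MT_695), with 10 (Non-Tg WT_55), 26 (Non-Tg WT_638), 16 (hgFUS WT WT_765), 3 (hgFUS WT WT_775), 5 (R521C MT_250), 28 (R521C MT_254), 30 (R521C MT_297), 12 (R521C MT_329), 303 (R521C MT_345), 2 (R521H MT_680) and 16 (R521H MT_733). In hgFUS WT against Non-Tg the range was 0 to 4 (Non-Tg WT_638), with 1 without Non-Tg WT_55, hgFUS WT WT_765 or hgFUS WT WT_775. For R521C against R521H it was 0 to 2 (R521H MT_680 and MT_733), with 1 without R521H MT_695.

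With an estimated correlation the adjusted p was 0.657 for ribosomal proteins and 0.642 for chaperones, and 0 lists passed where 10 had. With fry it was 0.231 for ribosomal proteins, 0.00257 for eIF2, 0.0479 for glutamate and 0.0336 for solute carriers. Camera with a preset correlation called the carriers in mutant against hgFUS WT (0.0275), where 0 lists passed with an estimated correlation. The glutamate list passed with no filter (0.0274), the GC trend removed (0.00432) and GC and length trends removed (0.00555), and ion channels with the GC trend (0.000387) and both trends removed (0.000727). Over all alternatives the adjusted p was 9.58e-06 to 0.642 for chaperones, 0.000618 to 0.657 for ribosomal proteins, 0.00257 to 0.642 for eIF2, 0.00432 to 0.657 for glutamate, 0.000387 to 0.657 for ion channels and 0.0275 to 0.642 for solute carriers. Without 1 library the glutamate list ran from 0.0294 (Non-Tg WT_638) to 0.263 (R521C MT_345), and passed also without hgFUS WT WT_765 (0.0416), R521C MT_250 (0.0419), R521C MT_254 (0.0326), R521C MT_329 (0.0357) and R521H MT_695 (0.0334). The number of lists passed ran from 6 (R521C MT_345) to 13 (Non-Tg WT_638).

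Beside Fus, the camera p within 2 Mb in hgFUS WT against Non-Tg was 0.0341, within 10 Mb it was 0.182 in mutant against hgFUS WT and 0.0942 against Non-Tg, and with the GC trend removed 0.961 and 0.57. Without centring, the exact permutation p was 0.362 for PC1 and 0.00433 for PC2. The log2 fold change of Grik5 in mutant vs control reversed to 0.002332, and the log2 fold change of Ache in mutant vs control to 0.002724, once the GC trend was removed (0.001232 and 0.0009427 with both trends). Mbp was not called after quantile normalization, which gave it a change of 0. Depth sets a limit on low genes, whose values move in steps of single fragments.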

Differences from the paper's values

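The removal of the GC trend is the 1 setting here that was chosen after the data were seen.

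The paper reports 1057 genes changed in mutant against control mice at an adjusted p under 0.05, and 2071 were called here, at the same threshold with limma in place of Cuffdiff. Of the alternatives set before the data were examined, leaving out Non-Tg WT_22 (1383), Non-Tg WT_55 (1425), Non-Tg WT_638 (1426) or hgFUS R521C MT_297 (1575) and the exact Wilcoxon test (1492) gave counts within 1.5 times the paper's. All other alternatives did not: the other pseudocounts, filters, scalings and fits, the Xist covariate (667), the erythroid covariate (603), the length trend removed, a fold of at least 1.2 (232), and leaving out any other library. Removing the GC trend left 111 genes called, and 58 of the 1040 genes of Table S1 that could be tested were then called, against 773 of 1046 before.

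The paper reports 348 genes higher, and 1140 were higher here. Among the alternatives set earlier, the Xist covariate (336) and the erythroid covariate (325) came within 1.5 times the paper's count, and no other did. At a fold of at least 1.2, 81 genes were higher and 151 lower, so that lower genes prevail as in the paper (34.9% higher).

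The paper gives a share of variance of 0.9 for PC1, and the share here was 0.1142. Of the alternatives set earlier, PCA without centring (0.9861) came within 1.5 times the paper's share. Another pseudocount, unit variance, the genes of Table S1 alone, median ratio scaling and quantile normalization did not. Without centring, PC2 held a share of 0.001594, against 0.1 in the paper. PC1 then did not separate the arms (two-sided exact permutation test, p = 0.362).

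The paper states that mRNAs of multiple ion channels and transporters needed at synapses fell. The lists here were drawn by gene family, a wider set, so their balance does not contradict that statement. Before removal of the GC trend, camera with a preset correlation called neither list. Here 23 of 170 ion channel genes were higher and 7 lower, while solute carriers went with the paper's direction (18 of 241 higher and 32 lower). Fig. 5F draws Slc25a15 as reduced by RT-qPCR. Its log2 fold change was 0.19 here and is 0.193 in the paper's Table S1. Slc17a7, Slc2a1 and Slc19a3 of that figure were lower without passing the test and Slc39a2 (0.01) was not lower, whereas Slc22a17, Slc44a2, Slc41a1 and Slc10a4 were lower and called. Leaving out hgFUS WT WT_765 called Slc17a7 lower, and no setting that was run called Slc2a1, Slc19a3 or Slc39a2.

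The paper places ribosomal protein genes among those reduced most. By log2 fold change Rpl41 had rank 25 of the 931 lower genes, and the 13 ribosomal protein genes called lower ran down to rank 802. Rpl19, Rpl18, Rps26 and Rps15 of Fig. 5H were lower without passing the test. Leaving out hgFUS WT WT_765 called Rps15 lower, and no setting that was run called Rpl19, Rpl18 or Rps26.

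From immunostaining of the ventral horns, the paper states that astrocytes and microglia were more activated in mutant mice, which still had mouse FUS. The RNA here is another measure in other mice, humanized ones aged 18 months, and Gfap was lower in it (log2 fold change -0.24, adjusted p = 0.0191 from limma), though not called with the GC trend removed (-0.21, adjusted p = 0.0778). The paper's Table S1 lists it as lower too (the paper's log2 ratio is -0.255). Of 20 astrocyte markers 2 were higher and 6 lower, and of 26 microglia markers 0 were higher and 5 lower.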

Other observations

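The test of genes beside mouse Fus was written after its result was seen, and the removal of the GC trend was chosen after the data were seen.

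A candidate explanation for changes beside Fus is DNA linked to the inactivated Fus allele, for which the humanized mice are homozygous. The labels of the Non-Tg mice do not state their mouse Fus alleles. Of 127 genes within 5 Mb of Fus on chromosome 7, 1 was higher and 11 were lower in mutant against Non-Tg mice (9.45% called, against 7.1% of all genes; a camera p of 0.00207 from limma). None was called in hgFUS WT against Non-Tg mice by limma (9 at an unadjusted p under 0.05; a camera p of 0.136) or in mutant against hgFUS WT mice (19 at an unadjusted p under 0.05; a camera p of 0.00941). In hgFUS WT against Non-Tg mice the 12 genes had a median change of 0.0955 along the direction in mutant mice, against 0.216 there, but both comparisons share the 3 Non-Tg mice, which favours the same sign by itself, so this decides nothing. Once the GC trend was removed, the camera p was 0.57.

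Other splits of the same libraries into groups of the same sizes were fitted in the same way. For mutant against control mice chance is argued against (2071 genes, reached in 1 of 100 splits, the real one, and at most 1 gene in the others), as with the GC trend removed (111 genes, 1 of 100, highest other 1). It is argued against as well for mutant against Non-Tg (977 genes, 1 of 100, highest other 5), R521C against control (1506 genes, 1 of 100, highest other 124) and R521H against control (105 genes, 1 of 84, highest other 2). Those 105 genes fell to 0 without Non-Tg WT_22 or hgFUS WT WT_795. At most 100 splits were fitted per comparison, without adjustment over the comparisons, so chance is not excluded. Such splits cannot tell the mutation from another difference between the arms, such as the GC trend. For mutant against hgFUS WT 10 genes were reached in 2 of 100 splits, which met the condition set earlier. The highest other split called 343 genes, far more than the real one, so the count does not argue against chance there. That split set R521C MT_250, R521C MT_254 and R521H MT_695 apart, which points to a structure of the libraries. For hgFUS WT against Non-Tg (0 genes, 10 of 10, highest other 1) and R521C against R521H (0 genes, 56 of 56), every split reaches a count of 0, so the splits say nothing about chance, and the first has too few splits as well. In R521C against R521H the highest other split, with R521C MT_345, R521H MT_680 and R521H MT_733 apart, called 405 genes, which again points to a structure of the libraries.

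Other lists, none of which passed camera in mutant against control mice, had these median log2 fold changes: mitochondrial ribosomal proteins 0.00, other initiation and elongation factors 0.02, proteasome subunits 0.02, presynaptic genes 0.02, pan-neuronal genes -0.02, neurofilament genes 0.00, astrocyte markers -0.04, myelinating oligodendrocyte markers -0.05, oligodendrocyte precursor markers -0.01, endothelial markers -0.04, pericyte markers -0.06, meningeal fibroblast markers -0.10, Schwann cell markers 0.01, ependymal markers -0.07, erythroid genes -0.61, neutrophil genes 0.76, skeletal muscle genes -0.37, clock genes 0.00, interferon-stimulated genes 0.02, mitochondrial solute carriers -0.02 and ATPase pumps 0.03. The sign turned for myelinating oligodendrocyte markers (0.0034) and pan-neuronal genes (0.0248) after quantile normalization, for mitochondrial ribosomal proteins (-0.00942) and Schwann cell markers (-0.00183) after median ratio scaling, and for neurofilament genes after both (-0.00144 and -0.00824). Gfap was lower in mutant than in control mice, with a log2 fold change of -0.24.

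In hgFUS WT against Non-Tg mice, camera with a preset correlation also called disease-associated microglia genes (median -0.23), clock genes (0.06), glucocorticoid-responsive genes (0.16), heat shock factor 1 targets (-0.07) and ATPase pumps (0.04), and none with an estimated correlation. Fus differed by -0.29 on the log2 scale between R521C and R521H mice (adjusted p = 0.797 from limma, over all genes tested). The libraries of the lines did not overlap, with 84.748 to 101.08 FPKM in R521C and 104.47 to 120.7 FPKM in R521H mice. Reads from the human transgene cannot be separated in these values.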
